# The transcription factor GATA10 regulates fertility conversion of a two‐line hybrid *tms5* mutant rice *via* the modulation of *Ub*_*L40*_ expression

**DOI:** 10.1111/jipb.12871

**Published:** 2019-11-06

**Authors:** Jing Jin, Songtao Gui, Qian Li, Ying Wang, Hongyuan Zhang, Zhixuan Zhu, Hao Chen, Yueyang Sun, Yu Zou, Xingguo Huang, Yi Ding

## Abstract

The *thermosensitive genic male sterile 5* (*tms5*) mutation causes thermosensitive genic male sterility in rice (*Oryza sativa*) through loss of RNase Z^S1^ function, which influences *ubiquitin fusion ribosomal protein L40* (*Ub*_*L40*_) messenger RNA levels during male development. Here, we used ATAC‐seq, combined with analysis of H3K9ac and H3K4me2, to identify changes in accessible chromatin during fertility conversion of the two‐line hybrid rice Wuxiang S (WXS) derived from a mutant *tms5* allele. Furthermore, RNA‐seq and bioinformatic analyses identified specific transcription factors (TFs) in differentially accessible chromatin regions. Among these TFs, only GATA10 targeted *Ub*_*L40*_. *Osgata10* knockout mutations, which resulted in low expression of *Ub*_*L40*_ and a tendency toward male fertility, confirmed that GATA10 regulated fertility conversion *via* the modulation of *Ub*_*L40*_. Meanwhile, GATA10 acted as a mediator for interactions with ERF65, which revealed that transcriptional regulation is a complex process involving multiple complexes of TFs, namely TF modules. It appears that the ERF141/MADS7/MADS50/MYB modules affect metabolic processes that control anther and pollen development, especially cell wall formation. Our analysis revealed that these modules directly or indirectly affect metabolic pathway‐related genes to coordinate plant growth with proper anther development, and furthermore, that GATA10 regulates fertility conversion *via* the modulation of *Ub*_*L40*_ expression.

## INTRODUCTION

Hybrid rice, which has contributed to improving rice yields, is usually produced using either a three‐line or two‐line system (Cheng et al. 2007). A three‐line system uses a cytoplasmic male sterility line, a maintainer line, and a restorer line, whereas a two‐line system uses a photoperiod‐sensitive genic male‐sterile (PGMS) or thermosensitive genic male‐sterile (TGMS) line. Two‐line systems are superior to three‐line systems owing to the lack of requirement for maintainer lines, lack of cytoplasmic effects, lower costs, and higher yields (Deng et al. 1999; Wang et al. 2006). Photoperiod‐sensitive genic male‐sterile and thermosensitive genic male‐sterile lines are male‐sterile under restrictive conditions (long‐day for PGMS and high temperatures for TGMS) but convert to male‐fertile lines under permissive conditions (short‐day for PGMS and low temperatures for TGMS) (Zhou et al. 2012). Therefore, the male‐sterile line of the two‐line system frequently suffers from unpredictable conversion from sterility to fertility due to environmental fluctuation, which has a major impact on hybrid seed production. Enhanced molecular understanding is critical for maintaining the stability of the system in a fluctuating environment, thus further improving two‐line hybrid breeding of rice and other crops (Fan and Zhang 2017).

TGMS lines are more widely used than PGMS lines in two‐line hybrid rice breeding, and *thermosensitive genic male sterile 5* (*tms5*) serves as the major TGMS gene (Si et al. 2012). *TMS5* encodes a conserved RNase Z^S1^ protein that can process the three messenger RNAs (RNAs) of genes of the ubiquitin‐60S ribosomal protein L40 family (*Ub*_*L40*_), namely, *Ub*_*L40*_ *1, Ub*_*L40*_ *2, and Ub*_*L40*_ *4*, into multiple fragments. In *tms5* mutants, the overaccumulation of *Ub*_*L40*_ mRNAs caused by high temperature leads to defective pollen production and male sterility (Zhou et al. 2014). In addition, the transcription factor (TF) OsbHLH138 can regulate the expression of *tms5* and the accumulation of *Ub*_*L40*_ mRNAs to control male fertility in different temperatures, indicating some TFs play vital roles during fertility conversion (Wen et al. 2019). To date, a variety of other PGMS/TGMS genes with various origins have been discovered, including *tms6*, *tms9*, *pms3, ptms12* and others (Wang et al. 2003; Zhou et al. 2012), but relatively little is known about the transcriptional regulatory networks that may coordinate the timing and rate of genome‐wide gene expression in response to environmental and developmental signals.

In eukaryotic nuclei, DNA wraps around core histones to form nucleosomes, which are organized into higher‐order structures to form chromatin (Li et al. 2007). The chromatin structure plays a pivotal role in genome organization and transcriptional regulation. Nucleosome‐depleted chromatin regions are regarded as *cis*‐regulatory DNA elements, such as promoters and enhancers, that are usually targeted by TFs (Berger 2007). Some TFs can bind to their *cis*‐regulatory regions in nucleosomal DNA by recruiting chromatin remodelers that open up nucleosomes; this action facilitates the binding of regulatory proteins and their interactions in regulatory networks, which mainly control the activation or repression of the expression of nearby target genes (Zaret and Carroll 2011). Plants can respond acutely to environmental fluctuations, resulting in differentially expressed genes (DEGs) established by different regulatory landscapes at the transcriptional and epigenetic levels; however, the *cis*‐regulatory elements and TFs of regulatory networks controlling these changes remain unclear. Accurate knowledge about the regulatory motifs bound by TFs in their native chromatin state in a particular condition can provide vital insight into the mechanisms of transcriptional regulation. Numerous studies have shown that TF binding is correlated with epigenetic phenomena such as histone modification and DNase I accessibility (Zentner and Henikoff 2013). For instance, histone modifications have been identified as regulators of gene expression through changes in the chromatin state and recruitment of regulated proteins (Schneider et al. 2004; He et al. 2010). Chromatin accessibility was used together with the knowledge of *cis*‐regulatory motifs to identify a regulatory network of the response of *Arabidopsis thaliana* to high temperature and during photomorphogenesis (Sullivan et al. 2014; Zhang et al. 2015). The assay for transposase‐accessible chromatin using sequencing (ATAC‐seq) is an emerging method (Buenrostro et al. 2013, 2015). The advantages of this method make it superior to traditional DNaseI‐seq methods, such as its simple two‐step protocols, high sensitivity with small amounts of starting materials and ability to simultaneously examine multiple aspects of chromatin architecture. The relative simplicity of the ATAC‐seq procedure and the low quantity of nuclei required, combined with its recent application in *Arabidopsis* and rice, has made ATAC‐seq widely useful for examining plant DNA regulatory regions (Maher et al. 2018; Sijacic et al. 2018).

In the present study, we used a novel photo‐thermo‐sensitive genic male‐sterile (PTGMS) line, Wuxiang S (WXS), which was generated by our laboratory and derived from an *indica* rice line with a mutant *tms5* locus (Zhou et al. 2014; Zhang et al. 2016). At the restrictive temperature (>22°C), we collected young panicles of male‐sterile WXS (designated WXS(S)) at the meiosis period (P3) and the uninucleate period (P4). Meanwhile, at the permissive temperature (≤22°C), we collected young panicles of male‐fertile WXS (WXS(F)) at P3 and P4. Then, we used ATAC‐seq along with assays for H3K9ac and H3K4me2 to identify the changes in chromatin accessibility between four distinct panicle tissues of WXS (i.e., WXS(S) and WXS(F) each at P3 and P4). Further, the differential *cis*‐regulatory elements occupied by specific TFs were combined with our RNA sequencing (RNA‐seq) data derived from the same tissues used for ATAC‐seq. These specific TFs, which include ERF141, MADS7, MADS50, and MYB, appear to play a vital role in fertility conversion by regulation of downstream target genes to control anther and pollen development. Among these specific TFs, transgenic plants containing a knockout of *Osgata10* produced pollen without starch deposition and exhibited significantly reduced levels of *Ub*_*L40*_ *1* and *Ub*_*L40*_ *4* mRNA, indicating that GATA10 directly regulated fertility conversion by modulating downstream *Ub*_*L40*_ mRNA expression, which partly explained why *Ub*_*L40*_ mRNA could overaccumulate at high temperatures. In addition, GATA10 acted as a mediator of interaction with WXS(F)‐P3‐enriched TF ERF65, which reveals that transcriptional regulation is a complex process involving multiple complexes of TFs, namely TF modules that affect many biological processes during fertility conversion. Our data highlight that ATAC‐seq combined with gene expression analysis is a powerful technique: in the present study, it revealed that GATA10 regulates fertility conversion of two‐line hybrid *tms5* mutant rice *via* the modulation of *Ub*_*L40*_ expression and complements the transcriptional regulatory mechanism of *Ub*_*L40*_ expression.

## RESULTS

### The meiosis and the uninucleate periods serve as key periods of fertility conversion

The young panicles of WXS(F) and WXS(S) were collected at different developmental stages based on panicle length and cross section (Zhang and Wilson 2009). To determine the critical periods of WXS fertility conversion, we performed cytological observations. WXS(F) had normal anthers and mature pollen that stained deeply with iodine‐potassium iodide (I_2_‐KI) (1A, C); however, WXS(S) with abnormal anthers showed the non‐pollen type of sterility (1B, D). Subsequently, anther transverse sections of WXS(F) showed that the microspore mother cells (MMCs) completed meiosis to form normal tetrads of haploid microspores, and the tapetal cells began to degenerate, ultimately producing mature pollen (1E–K). By contrast, the MMCs of WXS(S) underwent abnormal meiosis and cell division, resulting in aberrant tetrads and microspores, while the tapetal cells became abnormally enlarged. The pollen eventually disintegrated into debris, and the tapetal cells persisted (1L–R). We chose two critical panicle development periods with obvious cytological differences between WXS(F) and WXS(S), the meiosis period (P3; 1F, M) and the uninucleate period (P4; 1I–Q), to perform ATAC‐seq, to obtain genome‐wide accessible chromatin profiling and to further uncover new transcription regulatory modules involved in fertility conversion.

**Figure 1:**
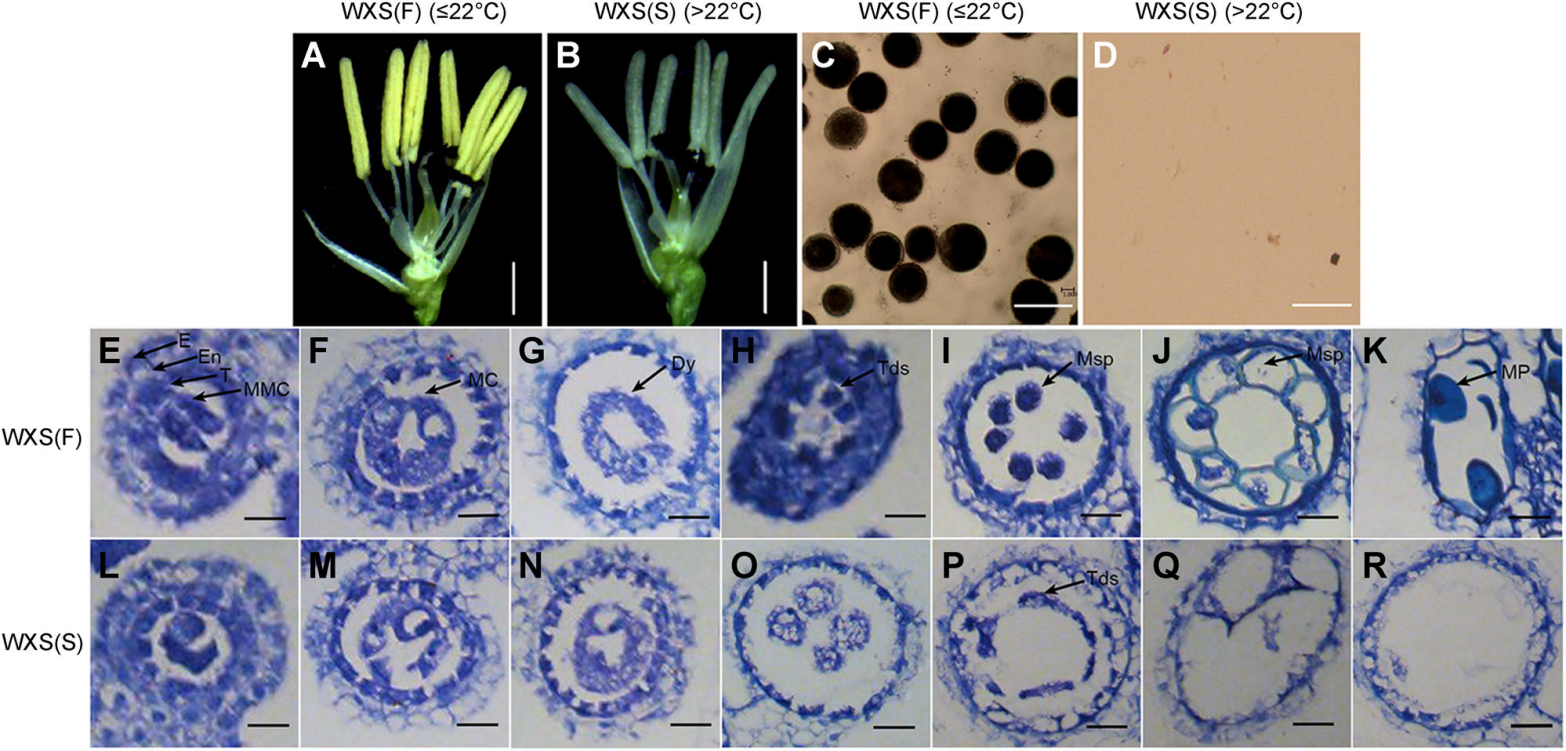
**Phenotypic and cytological observation of WXS(F) and WXS(S)** **(A**–**D**) Anther morphology and pollen fertility of WXS(F) and WXS(S). (**A, C**) WXS(F) with normal anthers and fertile pollen at the permissive temperature (≤22°C). (**B, D**) WXS(S) with abnormal anthers and no pollen at the restrictive temperature (>22°C). (**E–R**) Comparison of transverse sections of the anthers of WXS(F) and WXS(S). (**E, L**) Microspore mother cell formation stage; (**F, M**) meiosis stage; (**G, N, O**) dyad stage; (**H, P**) tetrad stage; (**I, J, Q**) young microspore stage; (**K, R**) mature pollen stage. E, epidermis; En, endothecium; T, tapetum; MMC, microspore mother cell; MC, meiotic cell; Dy, dyad cell; Tds, tetrads; Msp, microspore parietal cell; MP, mature pollen. Scale bar: (**A, B**) 1 mm, (**C, D**) 5 µm and (**E–R**) 30 µm.

### Accessible chromatin profiling in rice panicles by ATAC‐seq with additional epigenetic markers

Accessible chromatin regions of the genome are *cis*‐regulatory elements occupied by TFs that regulate gene expression in nearby DNA regions (Natarajan et al. 2012). 

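Accessible chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into DNA that is not wrapped around nucleosomes, so that sites cut often by the enzyme mark open chromatin. Young panicles of WXS(F) and WXS(S) at P3 and P4 formed 4 groups, called FP3, SP3, FP4 and SP4, with 2 biological replicates in each and 8 libraries in all. The authors aligned the read pairs to the MSU7 rice genome with Bowtie2, dropped reads on the organelle genomes and reads that aligned more than once, and called peaks in each library with MACS at its default parameters. The deposited lists give the position of every peak and the score that the peak caller gave it, and replicates were not pooled. Reads per peak are not part of these lists, so the precision that read depth gives to a peak is unknown here. The smallest list held 56084 peaks (SP3 replicate 1) and the largest held 63796 peaks (FP3 replicate 2). The median peak length per library ranged from 455 to 539 bp. A peak was counted as present in another library when it overlapped a peak there by at least 1 bp. Because each group had 2 libraries, no test between groups was made on the peak lists.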

We performed ATAC‐seq to identify accessible chromatin regions of the young panicles of WXS(F) and WXS(S) at P3 and P4, and the isolated nuclei were confirmed to be sufficient and intact (Figure S1A). Our results showed that approximately 25% of all reads were successfully mapped to the nuclear genome, and the remainder (which mapped to organelle genomes) were omitted from downstream analyses. More than 42 million reads per replicate passed the quality filtering stage of analysis (Figure S1B), which was sufficient to successfully identify accessible chromatin regions in rice, as has been recently illustrated (Wilkins et al. 2016). The fragment size distribution of the aligned reads was used to distinguish the number of nucleosome‐containing (>150 bp) and nucleosome‐free reads (<150 bp) (Sijacic et al. 2018). In our ATAC‐seq datasets, the fragment size distribution showed a significant peak at 50‐bp fragments with a clear pattern of the helical pitch of DNA, indicating that our libraries were composed predominately of nucleosome‐free reads and were of sufficient coverage (Figure S1C).

In addition, the read intensities of ATAC‐seq were highly reproducible between the two biological replicates (*R* ^2^ = 0.98) (2A), which indicated that small amounts of complex, multi‐tissue rice panicles (approximately 0.5 g) were sufficient to obtain high‐quality accessible chromatin profiling. 

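The peak lists gave a measure of reproducibility that does not rest on read intensities, which are not used here. The share of the peaks of one replicate that overlapped a peak of the other replicate, averaged over both directions, was 87.1% in FP3, 86.2% in FP4, 86.0% in SP4 and 85.1% in SP3. Between libraries of different groups, this share ranged from 78.4% to 85.0%. By this mean, replicates overlapped more than libraries of different groups did, by a narrow margin for SP3. In single directions this did not always hold. Of the peaks of SP3 replicate 1, 85.38% overlapped a peak of SP3 replicate 2. In libraries of other groups this share lay between 85.23% (FP4 replicate 1) and 90.35% (SP4 replicate 2). Asking for an overlap of at least 50% of the peak moved the share of SP3 most, to 82.9%. That setting was not run between groups. From the correlation of the read intensities between replicates, the paper reasons that small amounts of panicle tissue were sufficient for accessible chromatin profiling.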

Our ATAC‐seq data for all four rice samples overlapped well with published TIGR7 reference genome DNaseI hypersensitive sites (TIGR7_DHS) obtained from the Plant DHS database (http://plantdhs.org) (Figure S1D). Collectively, these data suggest that ATAC‐seq provides a highly sensitive method to examine accessible chromatin regions and *cis*‐regulatory element activities in the panicles of rice WXS.

**Figure 2:**
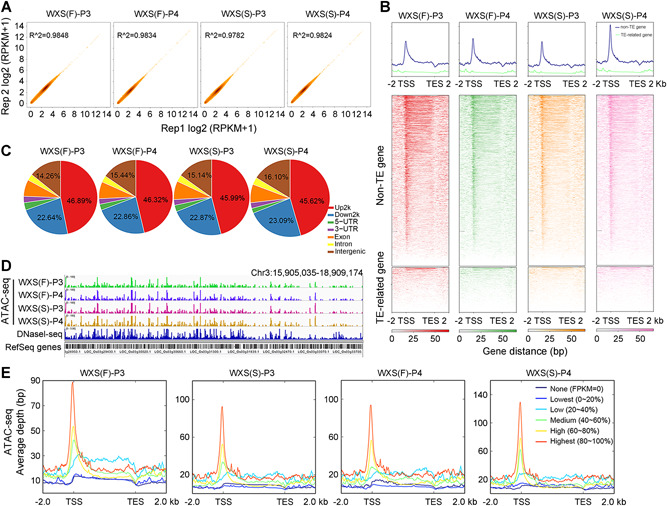
**Accessible chromatin profiling by ATAC‐seq and comparison with RNA‐seq data** **(A)** Scatter plots comparing the enrichment between two ATAC‐seq replicates. Pearson correlation of the reads per kilobase per million mapped reads (RPKM) values is shown. **(B)** Average plots and heat maps of ATAC‐seq signals in transposable element (TE)‐related and non‐TE‐related genes. **(C)** Distribution of all Tn5 transposase hypersensitive sites (THSs) in the rice genome. (up2k) 2‐kb region upstream of transcription start site (TSS). (down2k) 2‐kb region downstream from the end of gene transcription (TES). **(D)** Visualization by Integrative Genomics Viewer (IGV) showing THS enrichment of ATAC‐seq in all four WXS samples, as well as DNaseI hypersensitive site enrichment in the former published DNase‐seq data in rice. Gene models are displayed on the bottom track. **(E)** The profile of Tn5 transposase sensitivity (indicated by the number of ATAC‐seq reads) among the genes with different expression levels from our RNA‐seq data. The expressed genes were divided into five bins from lowest to highest expression.

To refer to accessible chromatin regions by model‐based analysis for ChIP‐seq (MACS) as Tn5 transposase hypersensitive sites (THSs), that is, peak numbers, herein we identified about 59,900 THSs covering approximately 40 Mb (approximately 10% of the genome) (Figure S1E). 

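Averaged over the 8 libraries, 59891.75 THSs were called, which covered 35.8 Mb, or 9.56% of the genome size given in Figure S1E. The mean number of THSs per library was 61791.5 in FP3, 56640.0 in SP3, 60246.0 in FP4 and 60889.5 in SP4. The THSs covered a mean of 10.5% of the genome in FP3, 9.67% in FP4, 9.48% in SP4 and 8.53% in SP3. Replicates of SP4 covered 8.92% and 10.0%, so that the difference between the means of FP4 and SP4 was smaller than the difference between these replicates. The FP3 replicates, at 10.5% and 10.6%, both lay above the SP3 replicates, at 8.72% and 8.35%. Keeping only THSs with a MACS score of at least 100 lowered the means, to 39619 THSs and 8.10% of the genome in FP3 and to 35069 THSs and 6.25% in SP3.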

The genomic distribution of the THSs showed a very similar pattern among the four samples (WXS(F) and WXS(S) at P3 and P4), with the 2‐kb region upstream of TSS (up2k region) occupying a major part, followed by the 2‐kb region downstream from the end of gene transcription (down2k) and intergenic regions (2C), in agreement with previous findings showing that promoters were associated with accessible chromatin in plant genomes (Du et al. 2013). Furthermore, we investigated the changes in amount of accessible chromatin and observed that only the accessible chromatin regions of non‐transposable‐element (TE) genes were enriched, mostly upstream of the transcription start sites (TSS) (2B); this is consistent with the majority of the *cis*‐regulatory elements in the rice genome being located near gene core promoters, as previously observed in other plants (Maher et al. 2018). Visualization of these THSs in a genome browser, along with the TIGR7_DHS data obtained for rice DNaseI‐seq data, revealed a high overall degree of similarity among the five datasets in this study (i.e., ATAC‐seq data for the four samples plus the published DNaseI‐seq data; 2D). 

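The THS lists of the 4 samples were compared with each other, and the published DNaseI-seq data were not used here. Of the 53454 THSs found in both FP3 replicates, 36045 (67.4%) overlapped a THS in each of the libraries of the other groups. The same held for 76.7% of the 47882 THSs found in both SP3 replicates, 70.3% of the 51596 THSs of FP4 and 69.8% of the 52495 THSs of SP4.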

When compared with our RNA‐seq data sets derived from the same tissues used for ATAC‐seq, the expression levels of the rice genes were positively correlated with the levels of ATAC‐seq signals upstream of the TSS (2E). Genes with higher levels of expression displayed higher levels of Tn5 transposase sensitivity within this region.

A compelling question concerns the cause of the chromatin regions to be open or closed during fertility conversion. The epigenetic modification patterns of the histone mark distribution of these genomic regions may provide some clues for answering this question. Chromatin immunoprecipitation sequencing (ChIP‐seq) was used to assay for H3K4me2 and H3K9ac (Li et al. 2008; Du et al. 2013), and then those data were integrated with our ATAC‐seq and RNA‐seq data to further profile the global landscape for diverse regulatory elements and gain an integrated map of the epigenome and transcripts during fertility conversion (Figure S2A). Based on the above results, we determined that the read intensities of ChIP‐seq and ATAC‐seq showed relatively high replicate consistency (*R* ^2^ ≥ 0.5) (Figure S2B). Both H3K9ac and H3K4me2 were predominantly enriched around the TSSs, which showed a similar pattern to the ATAC‐seq enrichment; however, H3K4me2 was also enriched in the gene body (Figure S2C). In addition, the relationship between transcript levels and epigenetic modifications indicated a linear positive relationship between H3K9ac levels and transcript abundance, whereas no correlation was detected between H3K4me2 and transcript abundance (Figure S2C). To confirm the reliability of ChIP‐seq, we randomly chose 14 genes with or without differential H3K9ac and H3K4me2 enrichment between WXS(F) and WXS(S) to perform quantitative real‐time polymerase chain reaction (qRT‐PCR), all of which showed the same enrichment patterns observed in the ChIP‐seq data (Figure S3). These results suggest that H3K4me2 correlates with the permissive state of chromatin, in which genes are either active or potentially active. In addition, potentially active genes with the H3K4me2 mark under the permissive state of chromatin can easily be regulated by TFs.

### Commonalities and distinctions in accessible chromatin landscapes

Pairwise comparisons of WXS(S)‐P3 (SP3), WXS(S)‐P4 (SP4), WXS(F)‐P3 (FP3), and WXS(F)‐P4 (FP4) by MAnorm were used to identify regions of differential accessibility between different periods (P3 vs. P4) and different sample types (S vs. F). Only those THSs that had a |M‐value| greater than 1 were categorized as THSs enriched in that sample type, which were referred to as differential THSs (dTHSs) (Table S1). To identify genes that might be controlled by the dTHSs, we mapped each dTHS to its nearest TSS and considered that to be the target gene (Table S2). 

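The 1980 FP3-enriched dTHSs of Table S1 were compared with the deposited THSs of the P3 libraries. Each dTHS had the same start and end as a THS called in one of the libraries. Joined where they overlapped, these dTHSs formed 1854 separate regions. In 20 of them the matching THSs carried both replicate numbers, with the FP3 and SP3 libraries taken together. A THS was found in both FP3 replicates at 61.5% of the dTHSs (95% Wilson interval 59.3% to 63.6%), and 58.4% of them overlapped no THS of either SP3 replicate (95% Wilson interval 56.2% to 60.6%). Both conditions were met by 463 dTHSs, or 23.4%. Intervals cover counting error only. An overlap of at least 50% of the dTHS raised the share without a THS in SP3 to 61.8%. MAnorm works on the reads at each peak, which are not used here. The first 1997 lines of the SP3-enriched sheet were at hand and 9863 lines were left out, so SP3-enriched dTHSs were not analysed here.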

In the comparison between SP3 and FP3, we identified 11,849 SP3‐enriched dTHSs that mapped to 5,467 genes, while there were 1,980 FP3‐enriched dTHSs that mapped to 2,261 genes. Moreover, in the comparison between SP4 and FP4, we observed 3,519 SP4‐enriched dTHSs that mapped to 2,090 genes, while there were 1,375 FP4‐enriched dTHSs that mapped to 1,081 genes (Table S2).

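At P4, Table S1 lists FP4-enriched dTHSs on 1379 lines with 1375 distinct positions. These dTHSs joined to 1095 separate regions. In 82 of the regions the matching THSs carried both replicate numbers, with the FP4 and SP4 libraries taken together. Of the dTHSs, 61.6% were covered by a THS in both FP4 replicates (95% Wilson interval 59.0% to 64.1%) and 50.0% overlapped no THS in SP4 (95% Wilson interval 47.4% to 52.7%). Both were true of 239 dTHSs, or 17.4%. The sheet of SP4-enriched dTHSs was held in part, with 555 lines and 2966 left out, and was not analysed here.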

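The transcriptome was measured by RNA-seq in young panicles of the same 4 groups, with 3 biological replicates in each and 12 libraries in all. The authors made strand-specific libraries, aligned the reads to the MSU7 rice genome with HISAT2 and computed the expression of each gene with StringTie. They deposited estimated counts per gene, as whole numbers that are not normalized, and FPKM (fragments scaled to gene length and to the mapped reads of the library) for each library, including genes outside the MSU7 loci that they named as new genes. Total counts ranged from 41977738 to 50706690 in FP3 (median 45060828), from 30577833 to 51193158 in SP3 (median 43924921), from 43456997 to 47999509 in FP4 (median 44812479) and from 32771696 to 40415830 in SP4 (median 36730737). Replicates of a group differed by far more than the sampling noise, with a chi-square per degree of freedom of at least 62.1 between any pair of replicates, and each was counted as a separate sample. Counts were scaled by TMM normalization, whose factors lay between 0.930 and 1.08, and levels are given as CPM, the count scaled to this library size. Each pair of groups was fitted alone with edgeR's quasi-likelihood test after edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Differentially expressed genes (DEGs) were those with an absolute log2 fold change above 1 and an adjusted p below 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The paper used DESeq with a fold change above 2. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the p-values given for genes come from the model. Counts were simulated for FP3 versus SP3 over 24405 genes with the spread that edgeR fitted. In them, 200 genes with a mean of at least 1 CPM were changed 4-fold. This test recovered 82.5% of the changed genes and made 14 false calls among 179 calls. Far fewer genes were changed there than were called in the real data, so these rates need not hold for the real data.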

We further examined whether these dTHS‐associated genes had a relationship with the DEGs from our RNA‐seq data sets. In FP3, 2,842 and 1,091 genes were respectively up‐ and downregulated more than 2‐fold or greater difference in abundance (*P*‐value < 0.05) compared with those of SP3, and in comparisons between FP4 and SP4, 2,862 and 1,308 genes were up‐ and downregulated, respectively, (Figure S4A; Table S3). 

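Between FP3 and SP3, 3614 genes were upregulated and 1645 downregulated in FP3. Of the 24645 genes tested between FP4 and SP4, 3800 were upregulated and 1694 downregulated in FP4. Upregulated genes made up 68.7% of the DEGs at P3 and 69.2% at P4. With unadjusted p-values, the numbers were 3892 and 1789 genes at P3 and 3947 and 1805 genes at P4. There were 2133 genes upregulated in WXS(F) at both stages and 603 downregulated at both, whereas 40 were upregulated at P3 and downregulated at P4 and 32 showed the reverse. The alternative that moved these counts most was limma on log2(FPKM + 1), which called 1638 and 633 genes at P3 and 1764 and 693 genes at P4.
In each comparison, the 3 largest and the 3 smallest log2 fold changes were examined among DEGs with a mean of at least 1 CPM and no overlap between the replicates of both groups. All of these genes had 0 counts in every library of one group, so that only a lower bound of the fold can be given, with 3 counts in place of 0. LOC_Os06g40818 was at least 1233-fold higher in FP3 than in SP3, with 4054 counts over the FP3 replicates. LOC_Os07g48090 was at least 1918-fold lower in FP3, with 5252 counts over the SP3 replicates. This gene also had 2510 counts in one FP4 replicate and 0 in the others, and it is 1 of 403 genes that had at most 1 count in one replicate and at least 100 in another replicate of the same group. LOC_Os11g10290 was at least 759-fold higher in FP4 than in SP4, and LOC_Os09g37300 was at least 328-fold lower. The call of LOC_Os07g48090 was lost with all libraries in 1 model (adjusted p = 0.0598 from edgeR's quasi-likelihood test, the highest of a range from 2.5e-27). The bounds of the other 8 genes lay between 161 and 718.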

Among the 2,842 FP3‐enriched genes (i.e., those upregulated in FP3 relative to SP3), 147 were associated with an FP3‐enriched dTHS, 455 were associated with a SP3‐enriched dTHS, and 19 showed dTHSs in both. Among the 1,091 SP3‐enriched genes, 130 were associated with a SP3‐enriched dTHS, 47 were associated with a FP3‐enriched dTHS, and three showed dTHSs in both (Figure S4B). A similar pattern was also observed in the comparison between SP4 and FP4 (Figure S4B). Many gene ontology (GO) terms with a false discovery rate (FDR) less than 0.05 were identified from DEGs associated with dTHSs described among the FP3‐enriched genes, many of the 147 genes associated with FP3‐enriched dTHSs were involved in transcription regulator activity, while many of the 455 genes associated with SP3‐enriched dTHSs mainly participated in various response pathways. However, the SP3‐enriched genes associated with both FP3‐enriched dTHSs and SP3‐enriched dTHSs were predominantly involved in some basic biological developmental events such as the cell cycle, DNA metabolic processes and the nucleus (Figure S4B).

These results indicate that approximately 20% of DEGs in SP3 *versus* FP3 and approximately 10% of DEGs in SP4 *versus* FP4 were associated with dTHSs and could be regulated at the transcription regulatory level along with changes in chromatin accessibility. In addition, the expression of a gene associated with a dTHS might be activated or repressed due to the function of TFs that bind to THSs. The activated genes of WXS(F) that are primarily involved in defense responses might be repressed or not activated in WXS(S), while the activated genes of WXS(S) mainly correlated with basic developmental processes might be partly repressed in WXS(F) (Figure S4B). This phenomenon indicates that WXS(F), which suffered an alteration of temperature, can activate temperature‐responsive mechanisms that reestablish homeostasis and protect normal development of the anther.

### Multiple transcriptional regulatory processes during fertility conversion identified by global transcriptome analysis

The young panicles of WXS(F) and WXS(S) at P3 and P4 showed obviously cytological differences (1E–R), so their global transcriptome profiles were examined to investigate key biological processes during fertility conversion. 

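Across 26386 genes, Pearson's correlation of log2 CPM between libraries of the same group ranged from 0.951 to 0.969. Genes are not independent, so these correlations describe the libraries and are not tested. Libraries of different groups correlated less, at most 0.914. The median was 0.881 between FP3 and SP3 and 0.890 between FP4 and SP4. FP3 had the same median of 0.911 with SP4 and with FP4, and SP3 was farthest from FP4 (median 0.797). In a principal component analysis, the first component held 49.6% of the variance and ordered the groups as SP3, SP4, FP3 and FP4, with mean scores of -162.9 ± 15.7, -29.9 ± 1.48, 41.1 ± 1.03 and 151.7 ± 2.15 (SD, n = 3). Along this component, all differences between groups were larger than the spread of the replicates. From P3 to P4, 3204 genes were upregulated and 1527 downregulated in WXS(F), while 3022 were upregulated and 1617 downregulated in WXS(S). A model of all libraries tested whether the difference between WXS(F) and WXS(S) changed from P3 to P4. Of 26392 genes, this interaction called 860 as relatively higher and 1746 as relatively lower in WXS(F) at P4. Fitting limma to log2(FPKM + 1) gave 586 and 681 genes, DESeq2 gave 1291 and 1955, and limma on log2(FPKM + 0.1) gave 1683 and 1459, so that the direction of the majority depends on the values and the test.

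**Figure D1:**
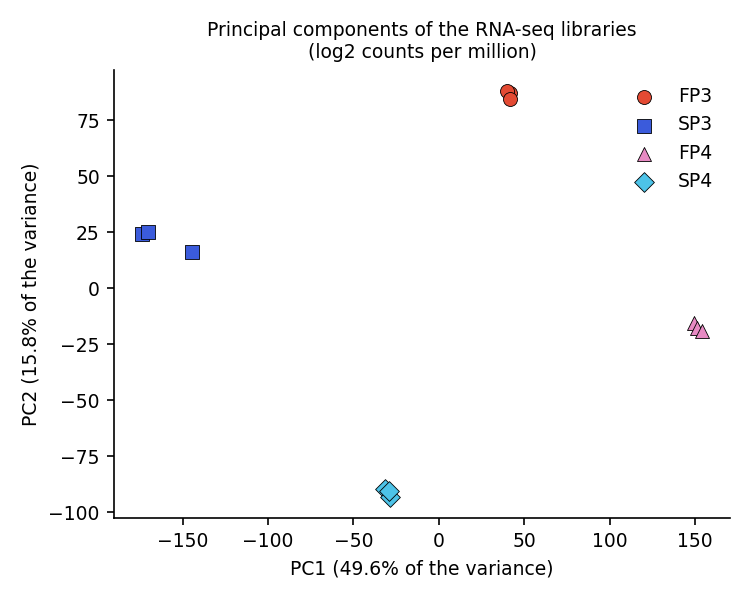
Principal component scores of the RNA-seq libraries from log2 CPM, with the first component on the x axis and the second on the y axis (no units). Each point is 1 library and each group has 3. The SP3 libraries lie at the left end of the first component, between -173.6 and -144.8, and the FP4 libraries at the right end, between 149.7 and 154.0.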

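DEGs were collected over the comparisons FP3 versus SP3, FP4 versus SP4, FP4 versus FP3 and SP4 versus SP3, which gave a union of 10330 genes, of which 9569 carry an MSU7 locus name. DESeq2 in place of edgeR gave a union of 11758 genes. The group means of the FPKM values were scaled per gene to a mean of 0 and an SD of 1 and divided into 6 clusters by K-means with Euclidean distance and 50 starts. The clusters held 2769, 2480, 1918, 1346, 992 and 825 genes. Table S4 was complete for its clusters 1 to 4, and 4748 of their genes were in the union. Of these, 76.8% fell in the one of the 6 clusters that held most genes of their own Table S4 cluster. Asking for 7 clusters moved this share most, to 66.7%.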

We identified six clusters (designated C1–C6) with specific expression patterns by analysis of all 7,870 DEGs (3A; Table S4). In C2 and C6, the genes were gradually downregulated from P3 to P4, with higher expression in WXS(S) (C2) or in WXS(F) (C6) (3A). 

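Table S4 lists 1701 genes for C2. Their mean scaled FPKM was 1.199 ± 0.565 in SP3 and -0.297 ± 0.054 in SP4, and it was 0.008 ± 0.049 in FP3 and -0.91 ± 0.05 in FP4 (SD, n = 3 libraries). The fall from P3 to P4 was larger than the spread between replicates in both WXS(S) and WXS(F). K-means had grouped these genes by their pattern in the same libraries. The fall and the numbers of genes called therefore describe the cluster and do not test it. Of the 1698 genes tested from SP3 to SP4, 840 were downregulated and 4 upregulated, and of the 1668 tested from FP3 to FP4, 889 were downregulated and 2 upregulated. In WXS(F), 619 of the genes were lower at P3 and 669 at P4 than in WXS(S), against 24 and 13 that were higher. The gene list of C6 was not analysed here.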

In the other clusters, gene expression relatively increased from P3 to P4 with higher expression in WXS(F) (C1, C3, C5) or WXS(S) (C4) (3A).

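C1 held 1274 genes, with a mean scaled FPKM that rose from -0.691 ± 0.023 in FP3 to 1.299 ± 0.12 in FP4 and from -0.61 ± 0.158 in SP3 to 0.002 ± 0.052 in SP4 (SD, n = 3 libraries). The difference between WXS(F) and WXS(S) was within the spread of the replicates at P3, where 144 of the 1147 genes tested were upregulated and 48 downregulated in FP3 (median log2 fold change 0.21), and beyond it at P4, where 608 of the 1273 genes tested were upregulated in FP4 and 2 were downregulated. C3 held 1251 genes and rose from -0.253 ± 0.066 in FP3 to 0.635 ± 0.107 in FP4 and from -1.081 ± 0.047 in SP3 to 0.7 ± 0.12 in SP4. Its genes were higher in WXS(F) at P3, with 578 of 1218 upregulated, and 1134 of 1232 rose from SP3 to SP4. At P4 the means of C3 in WXS(F) and WXS(S) lay within the spread of the replicates, and 129 genes were upregulated and 77 downregulated in FP4. C4 held 789 genes. In WXS(S), their mean went from 0.355 ± 0.318 to 1.024 ± 0.109, whereas in WXS(F) it was -0.669 ± 0.033 at P3 and -0.711 ± 0.038 at P4. FP4 had 598 of the 787 tested C4 genes downregulated relative to SP4. As for C2, K-means had grouped the genes of C1, C3 and C4 by their pattern in the same libraries. Their values describe the clusters and do not test them. The gene list of C5 was not analysed here.

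**Figure D2:**
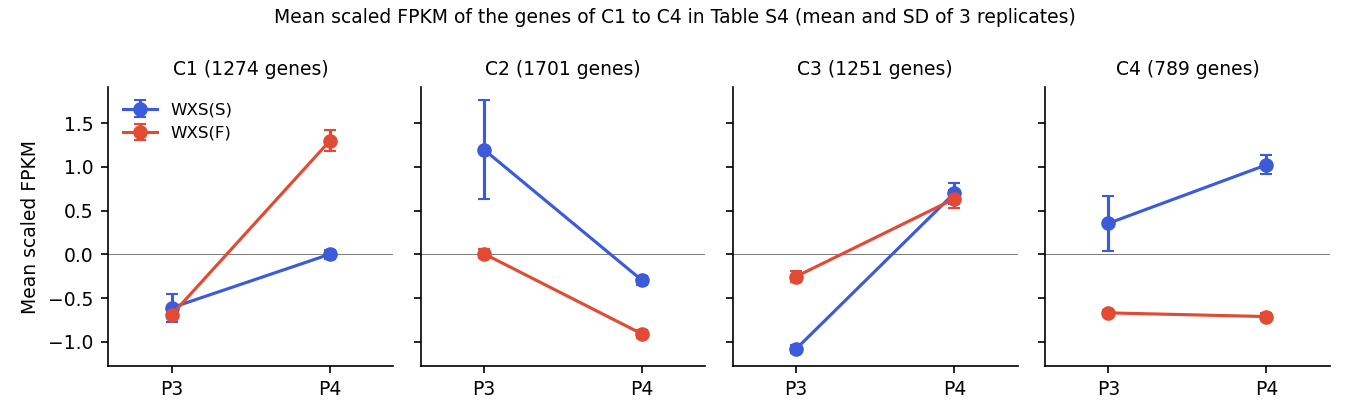
Mean scaled FPKM (y axis, no units) of the genes of C1 to C4 of Table S4 at P3 and P4 (x axis), in WXS(S) (blue) and WXS(F) (red). Points are means and bars are SDs over 3 libraries. WXS(S) is above WXS(F) at both stages in C2 and C4, and both types meet at P3 in C1 and at P4 in C3.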

**Figure 3:**
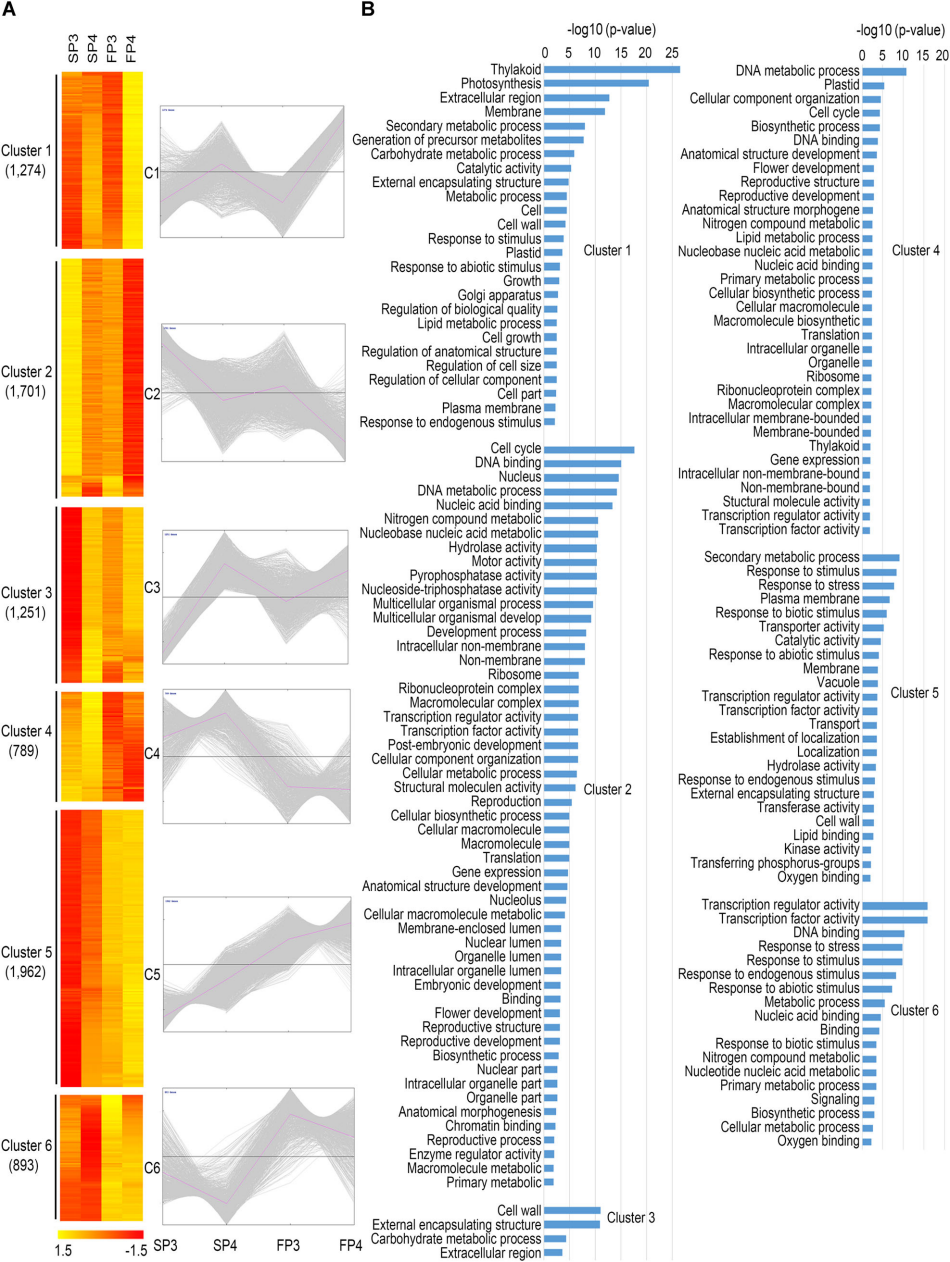
**Genome‐wide gene expression profiles of all differentially expressed genes (DEGs) from all four panicle tissue samples** **(A)** Heat map of all 7,870 DEGs classified into six distinct patterns (clusters 1–6) by the K‐means clustering method. Expression values are scaled per gene across samples. Diagrams of the expression patterns are shown (right), and the number of genes in each cluster is indicated. **(B)** Enriched gene ontology (GO) process terms for clusters 1 to 6 (from **A**), which were summarized using agriGO. The length of each bar indicates the overrepresentation significance of a group of GO terms.

To elucidate the functional implications of the clustered DEGs, the GO terms of genes that were preferentially expressed at P3 (C2 and C6) were mainly related to DNA binding, DNA metabolic processes and TF activity, which was consistent with the function of the panicle during meiosis (3B; Table S5). In addition to the basic cellular processes identified at P3, genes with higher expression in WXS(S) were predicted to mainly participate in the cell cycle (C2), while those with higher expression in WXS(F) were primarily involved in TF activity and response to stress (C6), which might indicate that fertility conversion could be regulated by TFs in response to temperature fluctuation. At P4, the DEGs with higher expression in WXS(S) were still mainly involved in the DNA metabolic process and cell cycle (C4); conversely, the DEGs with higher expression in WXS(F) were enriched in photosynthesis, carbohydrate metabolic processes, cell wall and stress response (C1, C3, C5) (3B; Table S5). These results suggest that genes preferentially expressed in WXS(S) mainly participate in basic cellular developmental activities that would ensure normal growth, potentially at the cost of delayed anther development. However, genes preferentially expressed in WXS(F) represent numerous TFs that may play vital roles in modulating and fine‐tuning the transcriptional program in response to temperature stimuli during the anther development stage.

To identify the key candidate transcriptional regulators involved in fertility conversion, the expression profiles of TF genes were analyzed in detail. A total of 687 TF genes belonging to 46 families were differentially expressed with distinct patterns (Figure 4). Among these TF families, the GRF, M‐type MADS, SBP and TCP members, which have been reported to regulate floral organ morphogenesis, pollen development, cell cycle, and hormone signaling, respectively (Ryu et al. 2009; Zhang et al. 2018), mainly exhibited a C2 pattern (higher expression in SP3) and might mainly regulate cell cycle and diverse developmental processes. Most of the DEGs encoding MYB and NAC proteins, two large families that regulate secondary wall biosynthesis (Shen et al. 2009; Zhong et al. 2011), were significantly enriched for genes expressing the C5 and C6 patterns (higher in WXS(F)), suggesting that the temperature stimuli might activate temperature‐dependent responses and cell wall synthesis in WXS, similar to the microRNA‐dependent regulatory pathways that participate in WXS fertility conversion suggested by Zhang et al. (2016). It has been shown that miR156‐to‐SPL, miR159‐to‐GAMYB, and miR164‐to‐NAC regulatory networks can regulate certain morphological changes and developmental and metabolic activities that influence fertility conversion (Zhang et al. 2016).

**Figure 4:**
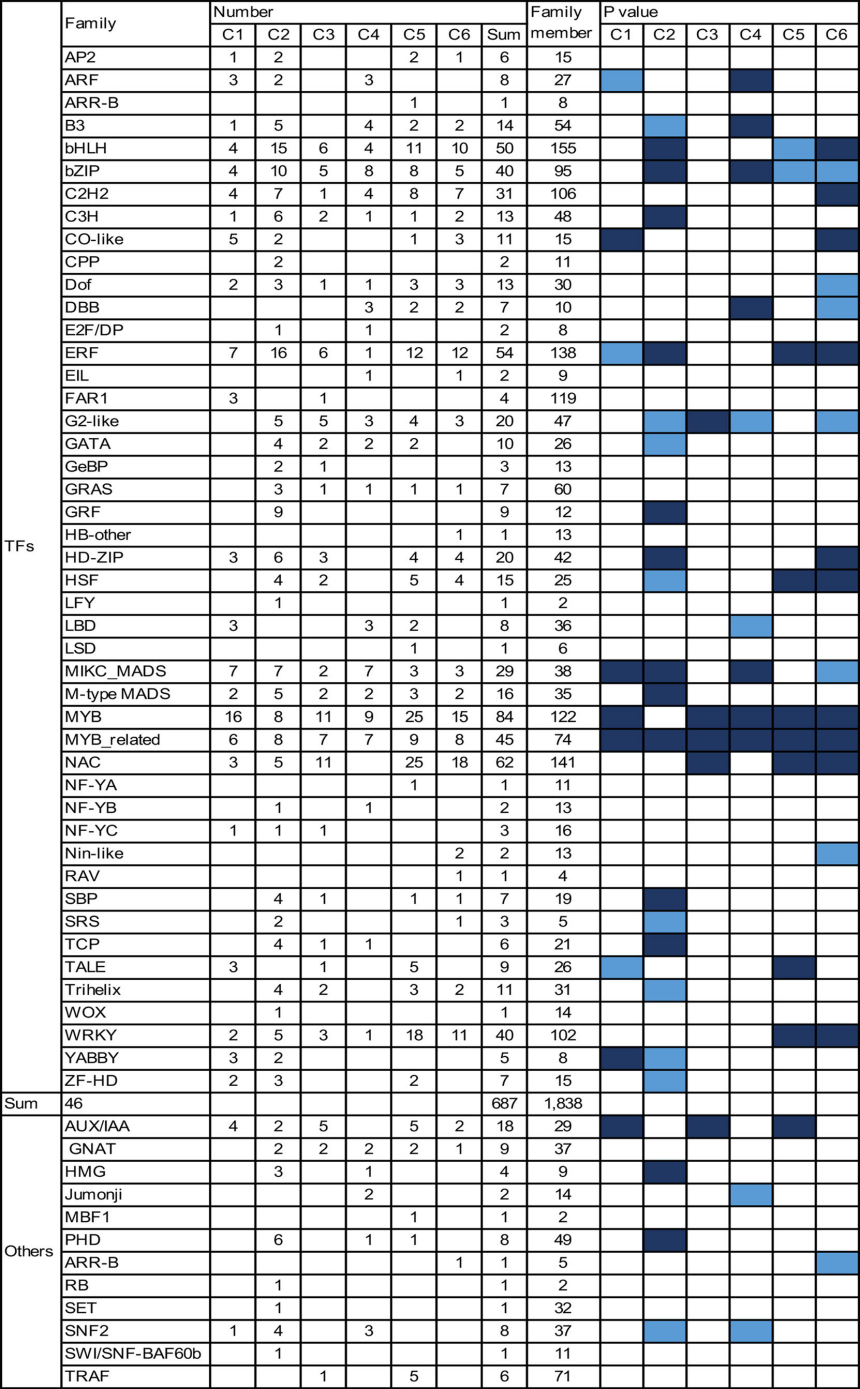
**Expression profiles of differentially expressed genes (DEGs) encoding transcription factors (TFs) during fertility conversion** Numbers of DEGs and enrichment of a given gene family encoding TFs are shown. Gene members corresponding to different expression patterns (clusters 1–6, as described in 3A) or members of a dedicated gene family are indicated. Enrichment of the gene family was determined by calculating the *P*‐values by Fisher's exact test.

Our qRT‐PCR results also indicated that out of 13 randomly selected genes and *tms5*, *Ub*_*L40*_ *1*, *Ub*_*L40*_ *2*, and *Ub*_*L40*_ *4*, all 17 genes showed the same expression patterns between the relative expression level in qRT‐PCR and fold changes in RNA‐seq data (Figure S5A). 

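The RNA-seq values of tms5 and the Ub_L40 genes were as follows. The level of tms5 (LOC_Os02g12290) was 4.98 ± 0.137 CPM in FP3 and 5.40 ± 0.682 in SP3, and 3.79 ± 0.306 in FP4 and 4.06 ± 0.242 in SP4 (SD, n = 3). Replicates of WXS(F) and WXS(S) overlapped at both stages, with log2 fold changes of -0.06 at P3 (SE 0.163, adjusted p = 0.808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.07 at P4 (SE 0.136, adjusted p = 0.708). Ub_L40 4 (LOC_Os09g31031) was far lower in WXS(F), with 40.5 ± 1.27 CPM against 235.8 ± 43.0 at P3 and 17.9 ± 0.824 against 267.0 ± 8.72 at P4. Its log2 fold changes were -2.48 (SE 0.144, adjusted p = 7.2e-05) and -3.87 (SE 0.055, adjusted p = 2.96e-07) by the same edgeR test. At both stages every WXS(F) library was below every WXS(S) library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).
Ub_L40 2 (LOC_Os03g15370) was at 2.29 ± 0.323 CPM in FP3 and 3.30 ± 1.47 in SP3. These replicates overlapped, and the log2 fold change was -0.47 (SE 0.373, adjusted p = 0.359 from edgeR's quasi-likelihood test). Without SP3 replicate 2 it was -0.80 with an adjusted p of 0.0498 in the edgeR fit, and over all alternatives the adjusted p ranged from 0.0498 to 0.668. At P4 Ub_L40 2 was lower in WXS(F), at 2.85 ± 0.231 CPM against 13.5 ± 0.713, with a log2 fold change of -2.21 (SE 0.114, adjusted p = 1.68e-05, edgeR).
Ub_L40 1 (LOC_Os09g27930) had few counts. At P3 its counts were 98, 111 and 62 in the FP3 replicates and 6, 17 and 0 in the SP3 replicates, so that it was higher in WXS(F), with a log2 fold change of 3.52 (SE 0.858, adjusted p = 0.0167 from edgeR's quasi-likelihood test). Left out in turn, FP3 replicate 1, FP3 replicate 2 and SP3 replicate 1 each raised the adjusted p of the edgeR fit, to 0.053, 0.0626 and 0.0676, with log2 fold changes of 3.53, 3.30 and 3.27. Over all alternatives the adjusted p ranged from 1.63e-05 to 0.0676. At P4 it was lower in WXS(F), at 1.87 ± 0.0415 CPM against 5.11 ± 0.800, with a log2 fold change of -1.42 (SE 0.165, adjusted p = 0.000565, edgeR). In 1 edgeR model of all libraries, this adjusted p was 0.0658, the highest of a range from 2.3e-08. How the authors' counting shared reads between these similar genes is not stated, so each Ub_L40 value is uncertain to that extent.

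**Figure D3:**
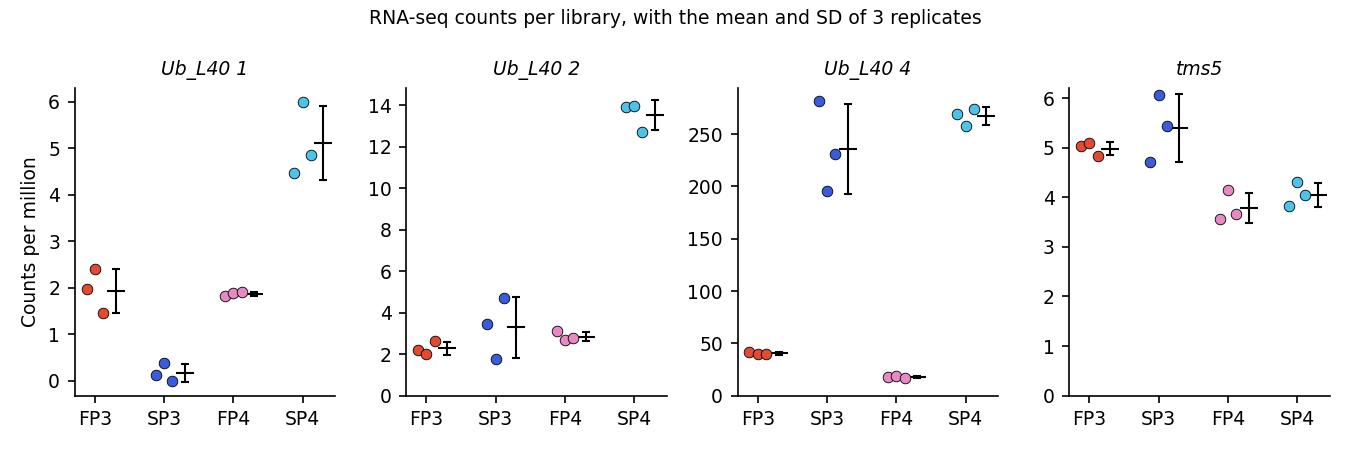
CPM (y axis, a scale for each gene) of Ub_L40 1, Ub_L40 2, Ub_L40 4 and tms5 in FP3, SP3, FP4 and SP4 (x axis). Coloured points are the 3 replicates, and the line with bars beside them is their mean and SD. Ub_L40 4 is higher in WXS(S) at both stages, Ub_L40 1 is higher in FP3 than in SP3 and lower in FP4 than in SP4, and tms5 overlaps between WXS(F) and WXS(S).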

Meanwhile, a hybridization experiment and genetic analysis also showed that the male sterility gene of WXS was a *tms5* mutant allele (Figure S5B, C). In the present study, the *tms5* kept mutant with defective RNase Z^S1^ in both WXS(F) and WXS(S). The expression of *tms5* (*LOC_Os02g12290*) showed no obvious difference between WXS(F) and WXS(S), indicating that expression of *tms5* itself was temperature‐insensitive (Figure S5A). However, genes encoding members of the conserved ubiquitin‐60S ribosomal protein L40 family (*Ub*_*L40*_), namely, *Ub*_*L40*_ *1* (*LOC_Os09g27930*), *Ub*_*L40*_ *2* (*LOC_Os03g15370*), and *Ub*_*L40*_ *4* (*LOC_Os09g31031*), showed significantly higher expression levels in WXS(S) than in WXS(F) (Figure S5A), which was consistent with the phenomenon that high temperatures induce the accumulation of *Ub*_*L40*_ mRNAs in *tms5* mutants, causing defective pollen production and male sterility (Zhou et al. 2014). Further, combined with the accessible chromatin regions of the *Ub*_*L40*_ family and *tms5*, *Ub*_*L40*_ *1*, and *Ub*_*L40*_ *4* had an obviously unique THS in FP3, while *Ub*_*L40*_ *2* and *tms5* had relatively similar chromatin accessibility patterns between WXS(F) and WXS(S), indicating that *Ub*_*L40*_ mRNA expression might be regulated by key TFs that play a vital role in fertility conversion (Figure S6A).

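For tms5, Table S2 assigns an FP4-enriched dTHS to the 2-kb region upstream of the TSS, on chromosome 2 of MSU7 from 6395581 to 6395997. A THS lies at this place in FP4 replicate 1, with the authors' MACS score of 76.4, and in none of the other libraries, FP4 replicate 2 included. THSs at the Ub_L40 genes were not analysed here.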

### ERF141/MADS7/MADS50/MYB modules affect various metabolic pathway‐related genes to control anther and pollen development

Fertility conversion of WXS is a complex process that is controlled not only by *Ub*_*L40*_ mRNA expression but also by related transcription regulatory processes that can affect pollen development. Therefore, the role of transcriptional regulation in fertility conversion is worthy of special focus to determine the regulatory modules. As previously described, THSs represent nucleosome‐free and accessible chromatin regions occupied by various TFs that could regulate the expression of nearby genes. To reveal the TF regulatory networks and specific TFs involved in fertility conversion of WXS, we used MEME‐ChIP analysis (Machanick and Bailey 2011) to identify key TFs and identify overrepresented motifs of known TFs in the differentially accessible regions of each sample. A total of 80, 88, 57, and 49 overrepresented motifs were identified within the FP3‐, SP3‐, FP4‐ and SP4‐enriched dTHSs, respectively, using pairwise comparisons of SP3 *versus* FP3 and SP4 *versus* FP4 (Table S6). Next, to narrow our list of candidate TFs to be investigated, the DEGs in our RNA‐seq data were used to determine which TF genes showed differential expression (Table S3). 

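Each TF gene that Table S7 lists by its motif in dTHSs was tested between WXS(F) and WXS(S) at the stage of those dTHSs. All 29 entries passed the thresholds for DEGs, and expression was higher in WXS(F) in 20 of them and lower in 9. The paper had kept these genes for a 2-fold difference in the same libraries, so that passing was largely fixed beforehand. The direction was the same in all alternatives run for these genes, but both thresholds were passed throughout by only 14 of the 29 entries, and by 21 in the alternatives on counts. With limma on log2(FPKM + 1), 16 of the entries passed. HOX16, OsWR1 and ERF130, at log2 fold changes of 1.03, 1.02 and 1.01, sit on the 2-fold threshold and fell to 0.91, 0.91 and 0.90, and GATA10 passed in 13 of its 14 alternatives. The sample whose dTHSs held the motif was not always the one with the higher expression. Of the entries with a motif in SP3-enriched dTHSs, 7 were higher in FP3 than in SP3 and 6 were lower. With a motif in SP4-enriched dTHSs, 4 were higher in FP4 than in SP4 and 1 was lower. For WXS(F) the sample with the motif mostly had the higher expression. With a motif in FP3-enriched dTHSs, 2 were higher in FP3 and 1 was lower. With a motif in FP4-enriched dTHSs, 7 were higher in FP4 and 1 was lower. These groups of entries share genes. ERF95, ERF127, ERF130 and ERF83 stand under both FP4 and SP4, and ERF141 stands under both FP3 and SP3. Each of them counts on both sides with the same test, so the entries are not independent.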

In total, 3, 13, 8, and 5 TF genes that had at least a two‐fold difference in their relative expression in FP3, SP3, FP4, and SP4, respectively, were separately identified for further investigation (5A, 5B, S6B, C; Table S7). In FP3, only genes for ERF TF family members were enriched, while genes for various TFs were enriched in SP3, including GATA10, ERF141, MADS7, and MADS50.

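GATA10 (LOC_Os01g74540) was at 3.33 ± 0.355 CPM in FP3 and 7.97 ± 0.228 in SP3 (SD, n = 3), a log2 fold change of -1.20 (SE 0.155, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At P4 it was 2.74 ± 0.318 CPM in FP4 and 4.40 ± 0.211 in SP4, with a log2 fold change of -0.65 (SE 0.148, adjusted p = 0.0106, edgeR) that does not reach a 2-fold difference. Replicates of WXS(F) and WXS(S) did not overlap at either stage. MADS7 (LOC_Os08g41950) was also lower in FP3, with 65.4 ± 1.74 CPM against 145.5 ± 12.6 in SP3. ERF141 (LOC_Os02g42585) and MADS50 (LOC_Os03g03100) were higher in FP3 than in SP3, with log2 fold changes of 1.99 (SE 0.161) and 1.41 (SE 0.222). The remaining motif-bound ERF genes of FP3 went in opposite directions. ERF65 (LOC_Os07g42510) was higher in FP3, with a log2 fold change of 1.95 (SE 0.116). ERF134 (LOC_Os02g09650) had an estimated count of 1 in each FP3 replicate and 88, 320 and 136 in the SP3 replicates. Its mean FPKM of 0.000384 in FP3 shows that these counts of 1 stand for less than a read, so no ratio is given. ERF134 also had a count of 1 in one FP4 replicate beside 204 and 187 in the others. HOX14 (LOC_Os07g39320) had an adjusted p above 0.05 when any library but SP3 replicate 3 was left out, with log2 fold changes of 1.05 to 1.40 in these fits and adjusted p-values of 0.000127 to 0.0885 over all alternatives (edgeR, DESeq2 and limma). OsIDD8 (LOC_Os01g14010) had an adjusted p above 0.05 without FP3 replicate 1 (-1.15), FP3 replicate 3 (-1.13) or SP3 replicate 2 (-1.03) and with limma on log2(FPKM + 1) (-0.37) or log2(FPKM + 0.1) (-1.03), with adjusted p-values of 0.00806 to 0.0833 over all alternatives (edgeR, DESeq2 and limma). To narrow the list of candidate TFs, the paper kept those with a motif in the dTHSs whose genes showed differential expression.

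**Figure D4:**
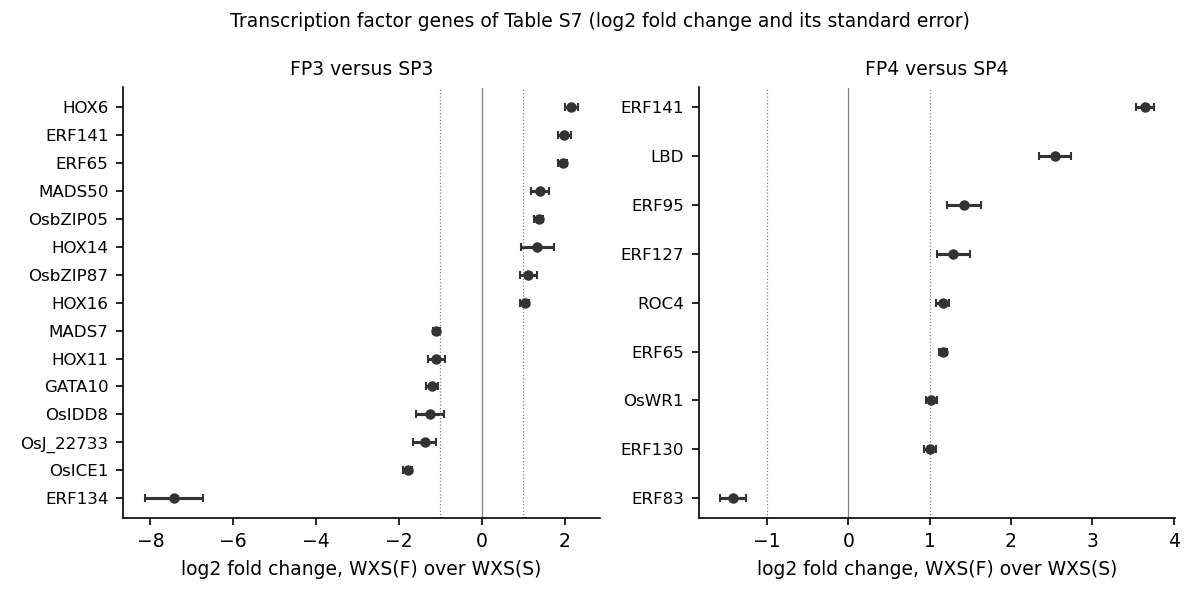
Log2 fold changes of WXS(F) over WXS(S) (x axis) for the TF genes that Table S7 lists for P3 (left) and for P4 (right), named on the y axis. Points are edgeR estimates from 3 libraries against 3, bars are SEs, and dotted lines mark a 2-fold difference. Of the genes shown, ERF134 is the lowest at P3, HOX6 the highest at P3 and ERF141 the highest at P4. The FP3 counts of ERF134 are near 0, so its point is no measure of size.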

**Figure 5:**
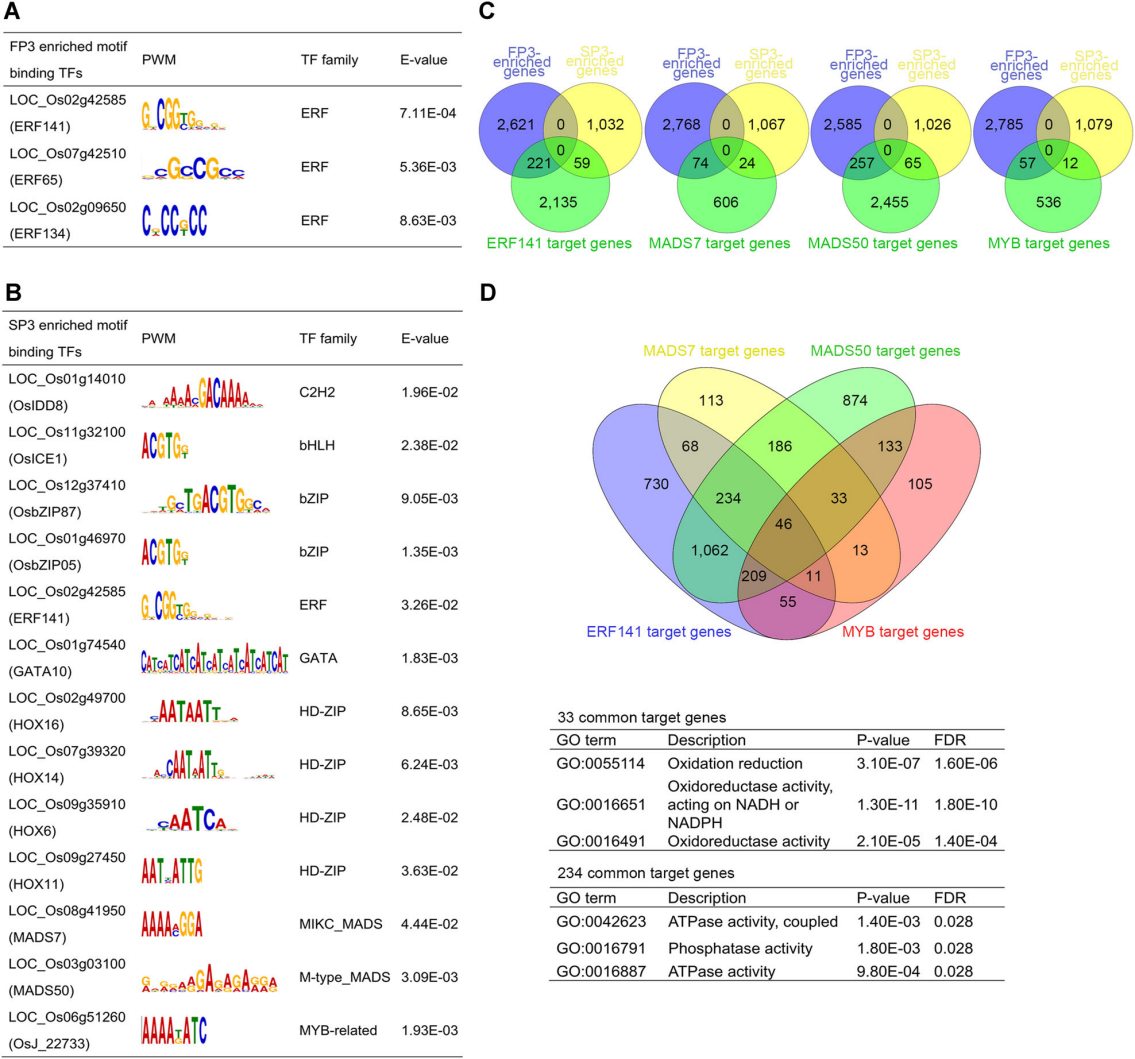
**Predicted sequence motifs and target genes for WXS‐enriched transcription factors (TFs) in meiosis (P3)** **(A)** FP3‐enriched Tn5 transposase hypersensitive site (THS) sequences and **(B)** SP3‐enriched THS sequences were analyzed with MEME‐ChIP. Motifs that had an E‐value equal to or less than 0.05 were considered significant. Only those transcription factor (TF) genes that had at least a two‐fold higher expression difference among all the above differentially expressed genes (DEGs) were retained. Position weight matrix (PWM) described the probability to find the respective nucleotides A, C, G, T on each position of a motif. **(C)** Venn diagrams showing target genes for ERF141, MADS7, MADS50, and MYB and their overlap with FP3‐enriched genes and SP3‐enriched genes. **(D)** Overlap of ERF141, MADS7, MADS50, and MYB target genes. Gene Ontology (GO) analysis was performed to illustrate the biological functions of co‐targeted genes. The upper table shows significantly enriched GO terms for all 33 genes targeted by MADS7, MADS50, and MYB. The lower table lists significantly enriched GO terms for the 234 genes co‐targeted by ERF141, MADS7, and MADS50.

Subsequently, we analyzed dTHSs from rice panicles using find individual motif occurrences (FIMO) to identify THSs that contained a motif for the TFs of interest, which were thus considered to be predicted TF binding sites. These predicted binding sites were then localized to the nearest TSS to identify the putative target genes for each TF (5A, B; S6B, C; Tables S8, S9). 

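The target lists of Tables S8 and S9 were complete for 10 sheets of single TFs or groups of TFs, and these were compared with the DEGs of the same stage. Other sheets were held in part and were not analysed here. Of the target genes at P3, between 10.1% and 12.9% were upregulated in FP3 and between 1.49% and 3.20% were downregulated. At P4, between 6.07% and 17.8% were upregulated in FP4 and between 2.74% and 5.49% were downregulated. The GATA10 sheet lists 475 target genes, of which 314 were tested, 58 were upregulated in FP3 and 9 were downregulated, or 52 and 12 with DESeq2. Among all genes tested at P3, 14.8% were upregulated and 6.74% downregulated, while 18.5% and 2.87% of the tested GATA10 targets were. No enrichment was tested, because the genes that could have been assigned a target site are not known here. The GATA10 sheet holds none of Ub_L40 1, Ub_L40 2 and Ub_L40 4, and Ub_L40 2 is in the FP3 sheets of ERF141, ERF65 and ERF134. These sheets list motif sites in dTHSs by the nearest TSS. The paper's evidence that GATA10 acts on Ub_L40 is of another kind, a dual-luciferase assay and knockout plants. In that assay it reports an effect on the Ub_L40 2 and Ub_L40 4 promoters for GATA10 alone, with ERF141 among the TFs tested. A place in a sheet, or its lack, decides nothing on that evidence.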

For further analyses, we first focused on four representative TFs (ERF141, MADS7, MADS50, and MYB) that were enriched in SP3. Using the aforementioned methods, we discovered 2,415 predicted target genes for ERF141, 704 for MADS7, 2,777 for MADS50, and 605 for MYB (5C; Table S8). By comparing these target genes with DEGs, we observed that a large percentage of the total target genes of all four TFs were FP3‐enriched genes (9%–11%), while some others were SP3‐enriched genes (2%–3%) (5C). Therefore, these TFs with dual function (i.e., associated with genes upregulated in both SP3 and FP3) might be primarily context‐dependent or temperature‐dependent, meaning that the actual function of the TF mainly relies on other surrounding factors and temperature fluctuations (Ikeda et al. 2009; Li et al. 2016). Each of the four SP3‐enriched TFs might generally serve as activators for SP3‐enriched genes, but might also have context‐dependent repression functions for FP3‐enriched genes involved in stress response and TF activity. Next, we examined the potential function of the co‐regulatory relationship of the four TFs, which had 46 genes as common targets (5D). A STRING network of protein interactions among these 46 target genes showed a correlation between cytochrome P450 and aldehyde oxidase, which might be repressed or not activated by MADS, MYB and ERF co‐regulation. Some of these target genes have been shown to be essential for anther cuticle and pollen exine formation in rice, likely resulting in male sterility in WXS(S) (Figure S6D).

### GATA10 regulates fertility conversion *via* modulation of *Ub*_*L40*_ expression

The RNase Z^S1^ encoded by *TMS5* processes the mRNAs of three *Ub*_*L40*_ genes into multiple fragments *in vitro* and *in vivo* (Zhou et al. 2014). In *tms5* mutants, high temperatures induce the accumulation of *Ub*_*L40*_ mRNAs in MMCs, causing defective pollen production and male sterility (Zhou et al. 2014). This finding highlights the impact of temperature on RNA metabolism at the post‐transcriptional level and the role of temperature‐dependent mRNA splicing, which may be harmful to the cells in the developing anther, leading to male sterility. However, the reason why *Ub*_*L40*_ mRNA can be overaccumulated under high‐temperature conditions at the transcriptional regulatory level has been unclear. In the present study, we speculated that some of the SP3‐enriched TFs mentioned above might regulate the expression of *Ub*_*L40*_ mRNA and affect fertility conversion. To test this hypothesis, we conducted dual‐luciferase system analysis to test the interactions of GATA10, ERF141, MASD7, MSDS50, HOX16, and MYB with the promoters of *Ub*_*L40*_ *1*, *Ub*_*L40*_ *2*, and *Ub*_*L40*_ *4*. This result indicated that only GATA10 could bind to the promoters of *Ub*_*L40*_ *2* and *Ub*_*L40*_ *4* and modulate their expression (6A). The subcellular localization result showed that in WXS protoplasts, the fluorescence signal of the GATA10‐HBT fusion vector overlapped with that of bZIP63‐RFP, a marker for the nucleus (6B). This result suggested that GATA10 was located in the nucleus, consistent with its role as a TF.

**Figure 6:**
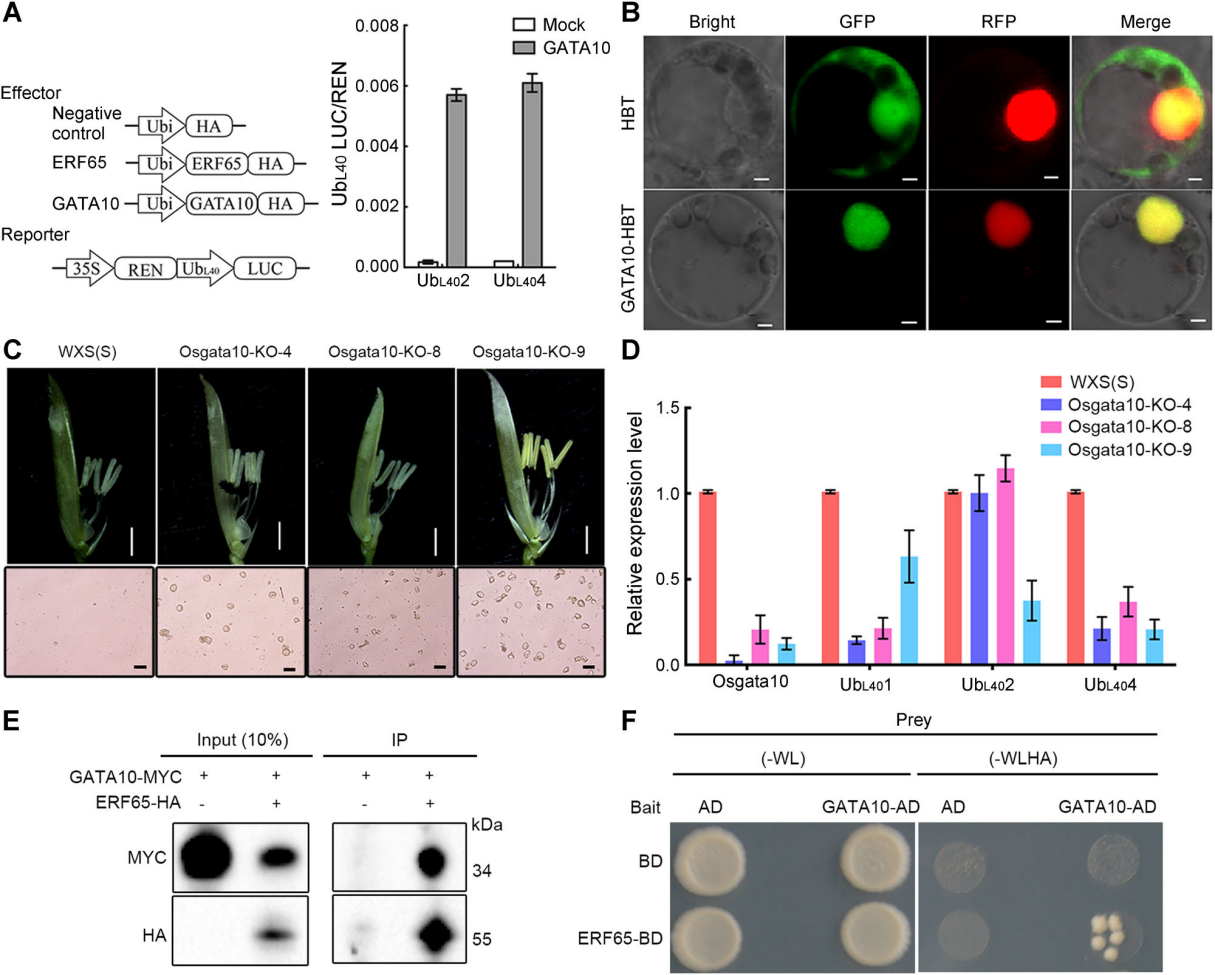
**Functional analysis of *Osgata10* with regulation of *Ub*_*L40*_ messenger (mRNA) expression** **(A)** Schematic diagrams of the effector and reporter plasmids used in the dual‐luciferase assay. The 35S:REN‐Ub_L40_Pro:LUC reporter constructs were transiently expressed in rice protoplasts together with a control vector (Mock) or TF‐gene‐containing effector vector. LUC, firefly luciferase; REN, Renilla luciferase. Error bars indicate *SD* (*n* = 5). **(B)** Subcellular colocalization of transiently expressed HBT (as control) or GATA10‐HBT with a nuclear marker (bZIP63‐RFP) in WXS protoplasts. Bars = 2 µm. **(C)** Anther morphology and pollen fertility comparisons of *Osgata10*‐KO‐4, *Osgata10*‐KO‐8, *Osgata10*‐KO‐9 and WXS(S) plants at the restrictive temperature. The anthers of the *Osgata10*‐KO transgenic plants turned yellow and contained pollen. Scale bars: 1 mm (top) and 5 µm (bottom). **(D)** The relative expression levels of *Osgata10, Ub*_*L40*_ *1, Ub*_*L40*_ *2, and Ub*_*L40*_ *4* were determined by quantitative RT‐PCR in WXS(S) (as control) and *Osgata10*‐KO transgenic plants at the restrictive temperature. Bar = means ±  *SD* from three biological repeats. **(E)** The interaction between GATA10 and ERF65 in a CoIP assay. GATA10‐MYC was transiently expressed in rice protoplasts together with ERF65‐HA. The protein complex in *in vivo* CoIP assays was precipitated using an anti‐HA antibody and then detected by western blot using an anti‐MYC antibody. Ten percent of input protein served as a control. **(F)** ERF65 interacts with GATA10 in yeast two‐hybrid assays. Yeast cells were grown on synthetic dropout medium lacking Leu and Trp (‐WL) as a control, and on medium lacking Leu, Trp, His, and adenine (‐WLHA) to stringently select for positive interactions.

To confirm whether GATA10 could regulate fertility conversion by modulating the expression of *Ub*_*L40*_, we designed two independent targets within *Osgata10* (Figure S7A) and used the CRISPR‐Cas9 system to disrupt *Osgata10* in the WXS background (designated *Osgata10*‐KO). We used these mutants for the phenotypic analysis. At the restrictive temperature (>22°C), the anthers of the *Osgata10*‐KO lines turned yellow, similar to normal anthers, and the pollen appeared and could be stained by I_2_‐KI but was shrunken and misshapen (6C); in contrast, WXS(S) showed abnormal anthers and non‐pollen type of sterility. Subsequently, we performed qPCR analysis, and the *Osgata10*‐KO plants exhibited significantly reduced levels of *Ub*_*L40*_ *1* and *Ub*_*L40*_ *4* mRNAs (6D). However, no detectable differences were observed in the *Osgata10*‐overexpressing WXS transgenic plants (designated *Osgata10*‐OE) compared with WXS(F) at the permissive temperature (≤22°C) (Figure S7B). Therefore, the overaccumulation of GATA10 was not enough to improve its ability to regulate transcription of nearby target genes without accessible chromatin regions. These results indicate that the loss of function of *Osgata10* results in some pollen production and low expression of *Ub*_*L40*_ mRNAs and revealed that GATA10 regulates fertility conversion at the transcription regulatory level *via* modulation of *Ub*_*L40*_ expression.

Moreover, GATA10 targeted a large number of genes annotated with the GO terms of amino acid binding and carboxylic acid binding, consistent with its known function in RNA polymerase II TF binding. This observation indicated that the interaction of TF‐to‐motifs or even TF‐to‐TF was likely mediated by GATA10 (Figure S7C; Table S8). To test whether GATA10 interacted with other dTHS‐enriched TFs, we performed co‐immunoprecipitation (CoIP) assays using fusion proteins transiently expressed in rice WXS protoplasts. The results of the CoIP assays showed that GATA10 interacted with ERF65 (6E); furthermore, yeast two‐hybrid (Y2H) assays also indicated that GATA10 directly interacted with ERF65 (6F). These results revealed that GATA10 interacts with ERF65 to mediate transcriptional regulation.

Taken together, our study reveals that these ERF141/MADS7/MADS50/MYB modules directly or indirectly affect various metabolic pathway‐related genes that control anther and pollen development, and furthermore, that GATA10 is a key component that regulates fertility conversion in *tms5* mutants by modulating the expression of *Ub*_*L40*_ mRNAs.

## DISCUSSION

### Accessible chromatin profiling is fundamental for revealing the regulatory functions of transcription factors

The PTGMS rice line WXS displays predominantly temperature‐controlled conversion from male sterility to fertility, with little effect of photoperiod. It is male‐sterile when anther development occurs at temperatures higher than 22°C and male‐fertile when the temperature is in the range of approximately 21–22°C (Zhou et al. 2012, 2014; Zhang et al. 2016). Due to unpredictable alterations of environmental temperature, failure to produce hybrid rice seeds frequently occurs in PTGMS lines in the field. The PTGMS gene in WXS has been shown to be *tms5* (Figure S5B, C), but little was previously known about the transcriptional regulatory switches responsible for genome‐wide gene expression in response to temperature fluctuation that might have an impact on fertility conversion (Wang et al. 2003).

Male reproduction in plants is very sensitive to environmental alterations. In the present study, obvious cytological differences between WXS(S) and WXS(F) were observed in anther transverse sections from different panicle developmental periods (1E–R). RNase Z^S1^, encoded by *TMS5*, processes the mRNAs of three *Ub*_*L40*_ genes into multiple fragments both *in vitro* and *in vivo* (Zhou et al. 2014). In *tms5* mutants, high temperature induces accumulation of *Ub*_*L40*_ mRNAs in MMCs, causing defective pollen production and male sterility (Zhou et al. 2014). This finding highlights the impact of temperature on RNA metabolism at the post‐transcriptional level and the role of temperature‐dependent mRNA splicing, which may be harmful to the cells in anther development and lead to male sterility. In the present study, the *tms5* kept mutant with defective RNase Z^S1^ in both WXS(F) and WXS(S), and we inferred that GATA10 regulated fertility conversion by modulating the expression of *Ub*_*L40*_ at the transcription regulatory level. Collectively, the ability of *Ub*_*L40*_ mRNA to accumulate at the high temperature might not only depend on mRNA decay at the post‐transcriptional level, but also partly on transcriptional regulation by various temperature‐dependent TFs.

Gene expression is not only controlled by a specific promoter, but diverse TFs and epigenetic mechanisms also influence final gene expression (Sullivan et al. 2014). Therefore, ATAC‐seq was performed to investigate the similarities and differences in accessible chromatin landscapes in WXS(F) and WXS(S), allowing us to identify and analyze TFs that act specifically in one sample type versus the other at the same stage (Buenrostro et al. 2013, 2015). 

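Presence of a THS was compared between WXS(F) and WXS(S) at each stage. At P3, 5075 of the THSs found in both FP3 replicates (9.49%) overlapped no THS of either SP3 replicate, and 2637 of those found in both SP3 replicates (5.51%) overlapped none in FP3. At P4, these numbers were 2077 (4.03%) for FP4 and 2825 (5.38%) for SP4. Most THSs of each sample were thus also called in the other sample of the stage. These counts rest on the weaker THSs, since with a MACS score of at least 100 in the sample that has them they were 586, 394, 90 and 265 for FP3, SP3, FP4 and SP4. They also depend on each library. With 1 library left out in turn, which relaxes the condition by construction, they ranged from 8283 to 10885 for FP3, from 4294 to 5619 for SP3, from 3533 to 6285 for FP4 and from 4815 to 6745 for SP4. When each library kept its 56084 strongest THSs, a setting chosen after seeing the data, FP3 had 3596 and SP3 had 3508.

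**Figure D5:**
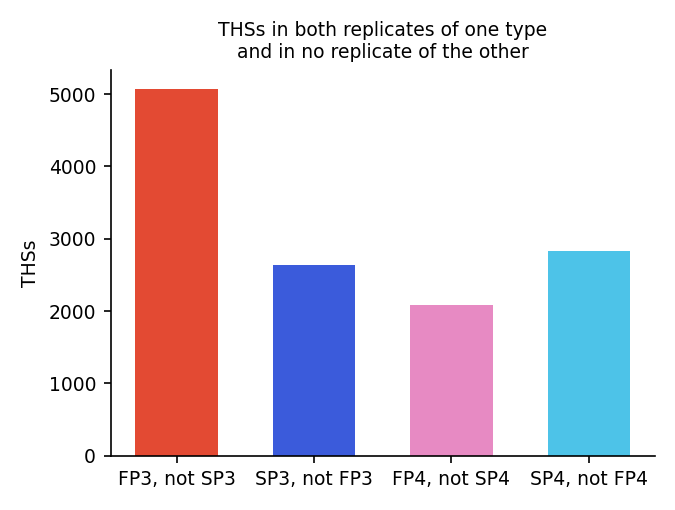
Number of THSs (y axis) called in both replicates of one sample and in no replicate of the other sample of the stage (x axis). Each bar is 1 count from 2 libraries against 2, so there are no error bars. The bar of FP3 reaches 5075 and the bar of SP3 reaches 2637.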

Since the majority of THSs were similar in WXS(F) and WXS(S), we performed a quantitative analysis to identify THSs that were differentially accessible between WXS(F) and WXS(S) at P3 and P4 (Table S1). WXS(S) obviously had many more highly accessible chromatin regions than WXS(F), which were then assigned to their nearest TSS as putative target genes regulated by the dTHSs (Table S2). The numbers, locations, and levels of Tn5 transposase sensitivity of THS sites can vary significantly among different sample types and may be induced by temperature fluctuations. Thus, the identification of key regulatory modules under different temperatures will be an essential future effort to achieve a comprehensive understanding of the transcriptional regulation of gene expression during fertility conversion. When compared with DEGs, the expression of these target genes might be activated or repressed due to the function of TFs that bind to the THSs. Most of the target genes associated with WXS(S)‐enriched‐dTHSs were repressed, and they might be activated (or not repressed) in WXS(F) in response to temperature. GO analysis of these genes revealed known functions in response to the altered environment, which indicated that WXS(F) suffering from temperature alterations activated temperature‐responsive mechanisms that reestablished homeostasis and protected normal anther development (Figure S4B).

### Multiple biological processes, especially cell wall formation, play vital roles in fertility conversion

To further investigate multiple key biological processes during fertility conversion, the DEGs were clustered into six clusters (3A). We confirmed that the DEGs that were highly expressed in WXS(S) mainly participated in basic cellular developmental activities that would ensure normal growth, potentially at the cost of delayed anther development for energy conservation; however, the DEGs that were highly expressed in WXS(F) encoded various TFs that might play vital roles in modulating and fine‐tuning the transcriptional program in response to temperature stimuli during anther development, leading to male fertility (3B). When we focused on identifying key candidate regulators involved in fertility conversion, genes for various TFs, such as GRF, M‐type MADS, SBP, and TCP, were observed to be enriched in WXS(S)‐P3, which might mainly regulate the cell cycle and diverse basic developmental processes. In addition, genes for NAC and MYB, two large families regulating secondary wall biosynthesis, were significantly enriched in WXS(F), suggesting that temperature stimuli may activate stress responses and cell wall synthesis in WXS (Figure 4).

During pollen development, the anther wall not only forms a protective covering for the developing microspore, but the innermost layer of the wall (i.e., the tapetum) also provides nutrition to them (Shi et al. 2015). The anther cuticle and pollen exine are regarded as two main protective barriers and initial sensors that immediately respond to environmental challenges, and structural modifications of the cell wall are essential during defense responses against temperature fluctuations (Thoma et al. 1994). The initial signal of changes in temperature would trigger downstream transcription regulation and signal transduction, stimulating temperature‐responsive mechanisms that maintain homeostasis and protect and repair damaged cellular membranes and proteins. Consistent with this mechanism, many DEGs enriched in WXS(F) were primarily involved in defense responses and secondary metabolic processes, potentially to redistribute energy resources for pollen development. Additionally, genes for diverse kinases were enriched in WXS(F) (Figure S8). However, the DEGs without initial signal stimuli enriched in WXS(S) mainly participated in basic biological developmental processes, such as DNA metabolic process and cell cycle, which might suppress unnecessary defense responses and thus maintain growth and energy homeostasis (3B). Generally, constitutive activation of defense responses consumes considerable cellular energy, which might occur at the cost of plant growth and development. Moreover, the most sensitive stress‐responsive mechanism is photosynthesis, to which carbohydrate metabolism is directly linked (Casal and Questa 2018).

Secondary metabolites affect pollen developmental processes such as the deposition of lipid, which is required for proper pollen wall formation, and their biosynthesis is tightly regulated by the developmental stage, tissue or several stress situations (Thoma et al. 1994). For instance, cyp703a2 mutants in *Arabidopsis* produce partially sterile pollen grains displaying an abnormal exine with no obvious sporopollenin deposition (Morant et al. 2007). In this study, KEGG analysis of DEGs in WXS(S) versus WXS(F) revealed a principal enrichment of genes related to phenolic metabolites, such as phenylpropanoid biosynthesis and phenylalanine metabolism (Figure S9A, B). Phenolic metabolites are parts of the chemical composition of sporopollenin, a major component of the tough exine walls of microspores and pollen grains (Ariizumi and Toriyama 2011). In addition, cytological observations of the young panicles of WXS(F) and WXS(S) also showed significant differences in the development of the anther tapetum and pollen exine (1E–R).

### ERF141/MADS7/MADS50/MYB modules affect metabolic pathway‐related genes to control anther and pollen development

In a search for specific TFs that might be responsible for fertility conversion, we analyzed differentially enriched THS regions to identify putative *cis*‐regulatory elements as well as the TFs that bind them. Compared with the DEGs from our data, we identified various TF genes that were differentially expressed in each sample and identified their nearby target genes (5A, B; S6B, C). Among these TFs, members of the ERF, MADS, MYB, and NAC families have been well characterized for their regulatory roles in response to abiotic stress, plant morphology, and secondary wall biosynthesis (Shen et al. 2009; Zhong et al. 2011; Kobayashi et al. 2012), which might be responsible for fertility conversion. For instance, our target NAC members are reported to function in plant adaptation to temperature fluctuation, likely through transcriptional reprogramming of downstream temperature‐sensitive genes, and some of them regulate cell wall development in relation to lignocellulosic bioenergy production (Shen et al. 2009). The expression of rice secondary wall‐specific cellulose synthase genes is regulated by OsMYB86‐L1 or other R2R3‐MYB TFs (Noda et al. 2015). As a floral organ identity gene, OsMADS7 has been shown to participate in stabilizing rice amylose content at high temperatures, and OsMADS50 has used been in a model for the photoperiodic regulation of rice flowering, which consists of both suppression and activation pathways (Lee et al. 2004; Ryu et al. 2009; Zhang et al. 2018). Members of the ERF family are implicated in plant defense programs, and they are also known to play roles as active repressors: these TFs contain an independent repressor domain that represses transcription directly by chromatin modifications such as histone methylation or deacetylation (Ohta et al. 2001). The same ERF TFs were enriched in both WXS(F) and WXS(S), which targeted different accessible chromatin regions with different target genes. The dual‐function TFs, such as the ERF family, are part of a functional switch that might involve direct mechanisms such as the changes in chromatin structure correlated with histone modification, changes in *cis* elements occupied by TFs, structural alterations of TFs caused by alternative splicing or post‐translational modifications, or functional alterations triggered by partnering with a specific TF or chromatin‐modifying complex (Ohta et al. 2001). Most of the above changes can be achieved by temperature fluctuation. These results are relevant to the observation that genes that are differentially expressed in various environmental situations may be associated with different transcription regulators, depending on whether the genes are activated or repressed.

### Transcriptional regulatory mechanisms of fertility conversion are mediated by GATA10 through the modulation of *Ub*_*L40*_ expression

Our findings proved that only approximately 20% of the DEGs in SP3 *versus* FP3 and approximately 10% of the DEGs in SP4 *versus* FP4 were associated with dTHSs and could be regulated at the transcription regulatory level along with changes in chromatin accessibility. The remaining 80%–90% of the DEGs without obvious chromatin accessibility differences may have other explanations for their differential expression. For instance, these DEGs may be regulated at the post‐transcriptional level, rather than at the chromatin accessibility level that we measured, through mechanisms such as lncRNA, microRNA and alternative splice regulation. Therefore, the effect of the transcriptional regulatory level on fertility conversion is limited. WXS(S) has a non‐pollen‐abortion type of sterility, and the overaccumulation of *Ub*_*L40*_ mRNAs under the restrictive temperature is harmful to the cells in anther development, resulting in male sterility. The loss of function of *Osgata10* resulted in production of pollen without starch deposition, and the *Osgata10* knockout transgenic plants exhibited significantly reduced levels of *Ub*_*L40*_ *1* and *Ub*_*L40*_ *4* mRNAs (6C, D). However, because insufficient chromatin regions that can be occupied by GATA10 are accessible at the permissive temperature, the *Osgata10*‐overexpressing transgenic plants showed no detectable differences from the WXS(F) plants (Figure S7B). Accessible chromatin profiling is fundamental for revealing the regulatory functions of TFs. We demonstrated that the SP3‐enriched TF GATA10 directly activated downstream *Ub*_*L40*_ mRNA expression, which partly explained why *Ub*_*L40*_ transcripts could overaccumulate under high temperature and complemented the transcriptional regulatory mechanism of *Ub*_*L40*_ mRNA regulation. Moreover, GATA10 acted as a mediator of the interaction with FP3‐enriched TF ERF65 (6E, F). It appears that the ERF141/MADS7/MADS50/MYB module affected metabolic processes in rice anthers that control anther and pollen development. These results are relevant to the finding that the ERF/GATA module represents an essential hub in downstream transcriptional regulation of fertility conversion. Furthermore, GATA10 is a key component for the regulation of fertility conversion through modulation of *Ub*_*L40*_ expression (Figure 7).

**Figure 7:**
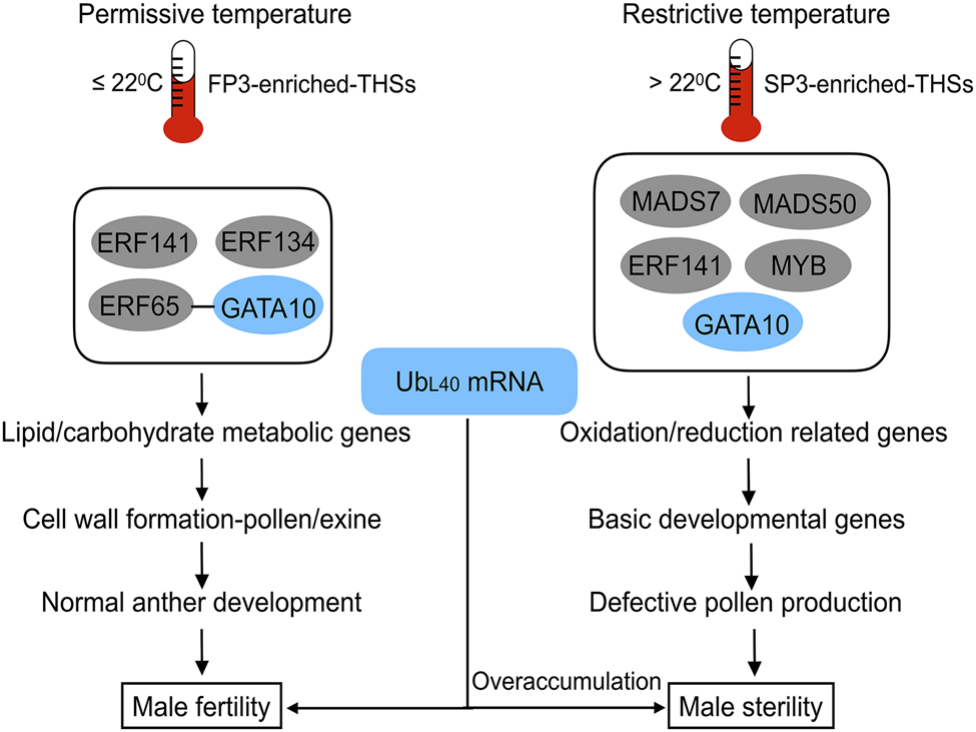
**An integrated view of the key transcriptional regulatory modules during fertility conversion** GATA10 regulates fertility conversion by directly modulating *Ub*_*L40*_ messenger RNA (mRNA) expression and by working as a mediator of the interaction with ERF65 or other transcription factors. The FP3‐ and SP3‐enriched transcription factors directly or indirectly regulate various metabolic pathway‐related genes to control anther and pollen development, which have been proven to cause fertility conversion. THSs, Tn5 transposase hypersensitive sites.

In summary, here we have outlined an approach for combining accessible chromatin profiling with gene expression analyses to understand transcriptional regulation and identify key new regulatory modules, especially the mediator GATA10, in response to temperature fluctuation. This information can provide important evidence regarding the transcriptional regulatory mechanisms of fertility conversion in two‐line hybrid rice.

## MATERIALS AND METHODS

### Plant materials and growth conditions

The rice PTGMS line WXS (*Oryza sativa* ssp. indica) was selected and bred by the State Key Laboratory of Hybrid Rice, College of Life Sciences, Wuhan University, Wuhan, China. We obtained the new plant variety right (CNA20120607.9) for WXS, which was granted by the Ministry of Agriculture of the People's Republic of China. WXS was grown in the paddy fields of Wuhan University (30°34′N; 114°17′E), Wuhan, China, in the summer of 2016. From July 20 to August 30, 2016, the average temperature was 29.7°C, with a 14‐h light/10‐h dark photoperiod, which caused WXS male sterility (WXS(S)). When the panicle length reached approximately 1 cm (before the stages of early premeiosis), half of the plants were transferred to growth chambers with an average temperature of 22°C (Zhou et al. 2014; Zhang et al. 2016) and a 14‐h light/10‐h dark photoperiod and 77% relative humidity; these conditions were close to the natural illumination levels, humidity values and other environment factors that could induce the conversion of WXS into male fertility (WXS(F)) (Zhou et al. 2012; Zhou et al. 2014). Anther developmental stages were evaluated based on anther length and cross‐section, and young panicles in the meiosis period (P3) and uninucleate period (P4) were collected from WXS(S) and WXS(F) (Zhang and Wilson 2009). Mature pollen grains were stained with 1% I_2_‐KI solution. Panicles from various stages of development were fixed with FAA solution at 4°C to generate transverse sections of anther. In addition, young panicles were collected, immediately frozen in liquid nitrogen, and ground into a fine powder for ChIP‐seq, ATAC‐seq, and RNA‐seq experiments.

### Vector construction and plant transformation

The pYLCRISPR/Cas9Pubi‐H vector was used to create independent homozygous *Osgata10*‐knockout (*Osgata10*‐KO) transgenic plants. Positive transgenic lines were grown at the restrictive temperature (>22°C). To generate *Osgata10*‐overexpressing plants (*Osgata10*‐OE), the coding sequence was amplified and inserted into the pCXUN vector driven by the ubiquitin promoter. When the panicle length reached approximately 1 cm, positive transgenic plants were transferred to growth chambers with an average temperature of 22°C. The young panicles of positive transgenic plants were collected, and pollen grains were stained in 1% I_2_‐KI solution for fertility observation.

### RNA isolation and gene expression analysis

Total RNA was extracted from *Osgata10*‐KO and *Osgata10*‐OE transgenic lines using TRIZOL reagent (Invitrogen, Waltham, MA, USA). Gene expression was investigated by qRT‐PCR. The actin gene was used as an internal standard and qRT‐PCR was performed with three repeats per gene. The primers used for qRT‐PCR are listed in Table S10.

### ATAC‐Seq library preparation and data processing

Intact nuclei were isolated using the Plant Nuclei Isolation/Extraction Kit (SIGMA, St. Louis, MO, USA). Briefly, finely powdered tissue was suspended in Nuclei Isolation Buffer (NIB), 0.3% TRITON X‐100 solution was added for cell membrane lysis, and 2.3 M sucrose solution was added for the preparation of intact nuclei. DAPI staining was applied for quality control. The chromatin of intact nuclei was fragmented and tagged following the standard ATAC‐seq protocol (Buenrostro et al. 2013, 2015). Two biological replicates were prepared for each tissue. Libraries were sequenced, with four libraries per lane, using standard methods for paired‐end 50‐bp reads, on an Illumina HiSeq. 4000 platform at Beijing Genomics Institute (BGI; http://www.genomics.cn).

We used Bowtie2 software to align the reads to *O. sativa* Nipponbare release 7 of the MSU Rice Genome Annotation Project reference genome and discarded reads that mapped to the mitochondrial or chloroplast genome (Langmead and Salzberg 2012). Only reads that aligned exactly once to the genome were used in the downstream analysis. Heat maps and average plots were generated using the “*computeMatrix*” “*plotHeatmap*”, and “*plotProfile*” functions in the deepTools package. The Pearson correlation coefficient was used to measure the relationship between the two biological replicates for each tissue. Peak calling was performed by MACS 1.4.2 with default parameters. The peaks called in this way were referred to as “transposase hypersensitive sites” or THSs. Integrative Genomics Viewer (IGV) 2.3.68 was used to visualize the WIG file. The differential analysis was performed using default settings by MAnorm (Shao et al. 2012). Only those THSs that had an |M‐value| greater than 1 were categorized as THS‐enriched in that sample type and were referred to as differential THSs (dTHSs). We mapped each dTHS to its nearest TSS using the PAVIS web tool and considered that to be the target gene.

### RNA‐seq and data analysis

All protocols were performed per the manufacturers’ instructions. Total RNA was extracted with RNAiso Plus (TAKARA, Japan). RNA quality was confirmed by gel electrophoresis. Contaminating DNA and rRNA were removed. Strand‐specific RNA‐seq libraries were synthesized using the NEBNext® Ultra^TM^ Directional RNA Library Prep Kit for Illumina® (NEB, Ipswich, MA, USA). The libraries were sequenced with the Illumina HiSeq X ten platform, and paired‐end reads were generated.

The reads were aligned to the MSU7 reference genome by HISAT2, discarding low‐quality alignments. Gene expression levels were calculated using StringTie by counting the numbers of reads mapped to each gene. The expression levels of genes were normalized to the fragments per kilobase per million read (FPKM) values. Three biological replicates per sample were averaged for the differential expression analysis. Differential expression analysis of the two samples was performed using the DESeq R package. Genes with an expression fold‐change >2 with a *P*‐value < 0.05 were classified as differentially expressed.

### Clustering analysis and GO analysis

All differentially expressed genes (DEGs) were normalized to the average expression values of the replicates. K‐means clustering with Euclidean distance was used to group genes based on merit analysis. Heat maps of gene expression values were generated in TreeView 1.1.6 or Microsoft Excel. To annotate the functions of the identified gene sets, the gene ontology information from agriGO was used. GO enrichment was derived using Fisher's exact test and a cut‐off FDR <0.05.

### Gene family enrichment analysis

Rice TFs and other transcriptional regulators were referenced to the plant TF databases PlnTFDB (http://plntfdb.bio.uni‐potsdam.de/v3.0/) and PlantTFDB (http://planttfdb.cbi.pku.edu.cn/). TFs and other transcriptional regulators were gathered from these two websites after discarding duplicates. Kinase genes were referenced to the Rice Kinase Database. Hypergeometric distribution analysis was performed to identify TF or kinase families enriched in the cluster‐grouped data sets.

### ChIP and ChIP‐seq data analysis

ChIP assays were performed using Anti‐H3K9ac and Anti‐H3K4me2 antibodies as previously described, with modifications (Li et al. 2008; He et al. 2010; Du et al. 2013). Chromatin was extracted from WXS panicles in isolation buffer and fragmented using micrococcal nuclease (NEB, Ipswich, MA, USA). ChIP‐ed DNA was submitted to the Beijing Genomics Institute (BGI; http://www.genomics.cn) for ChIP‐seq library construction and sequencing on the Illumina HiSeq. 2000 platform.

Over 20 million clean reads were aligned to the MSU7 reference using the SOAP2 aligner. SICER software was used to call histone modification peaks with default parameters (bandwidth, 200 bp; E‐value, 0.01). IGV was used to visualize the WIG file. The differential analysis was performed using default settings by MAnorm (Shao et al. 2012).

### Quantitative real‐time PCR for verification of RNA‐seq and ChIP‐seq

Quantitative real‐time polymerase chain reaction was performed with ChIP‐ed DNA to validate the ChIP‐seq results and with total RNA to validate the RNA‐seq results. Total RNA extraction and cDNA synthesis were performed as described above. Quantitative real‐time polymerase chain reaction analysis was performed using the FastStart Universal SYBR Green Master (Roche, Basel, Switzerland) on the ABI Step One Plus Real‐Time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). The ChIP‐ed DNA level was calculated using the 2^−ΔΔCt^ method with the SuperArray ChIP‐qPCR data analysis template (Chakrabarti et al. 2002). Each reaction was carried out in triplicate. The rice actin gene was used as a reference gene for relative quantification. The primers used for qRT‐PCR are listed in Table S10.

### Transcription factor motif analysis

ATAC‐seq THSs were used for motif analysis, and masked sequences were run through MEME‐ChIP with default parameters to identify overrepresented binding motifs for known TFs in the differentially accessible regions of each sample (Machanick and Bailey 2011). The DREME, MEME, and CentriMo programs were used to identify overrepresented motifs, and Tomtom was applied to match these motifs to previously reported TF binding motifs. Motifs from both Cis‐BP and PlantTFDB databases were used in all motif searches, and only those that had an E‐value <0.05 were considered significant for further research.

### Defining target sites for transcription factors

We used FIMO (Grant et al. 2011) to identify motif occurrences for known TFs of interest; significant motif occurrences were considered to be those with a *P*‐value < 0.0001. Genome‐wide binding sites for a given TF were defined as THSs that also contained a significant motif occurrence for the factor.

### Protein interaction analysis using STRING

Gene lists were analyzed using the STRING database to identify the predicted interactions of target genes coregulated by TFs of interest. The network connections were visualized by their confidence score, where a thicker line indicates a higher interaction score. The genes were color‐coded by their clustering, as determined by the Markov Cluster Algorithm score set to 3.0. The minimum interaction threshold used in this study was set to 0.700. The inputs used for the STRING database were the *rice* gene IDs.

### Single nucleotide polymorphismsite sequencing and WXS testcross

In previous reports, TGMS lines, such as ANS‐1 and Zhu1S, have revealed a single nucleotide polymorphism (SNP) locus comprising a C‐to‐A transition at position 71 of *tms5* compared with the wild type AnnongN, which leads to the generation of a premature stop codon (Zhou et al. 2014). This SNP change was identical to the premature stop codon mutation mapped to the same gene (namely *ptgms2‐1*) in the non‐pollen type of PTGMS rice Guangzhan63S (Xu et al. 2011). Another SNP comprising a mutant site (C‐to‐G) in the PGMS gene *pms3*, was found in PGMS lines, such as NK58S and PA64S (Ding et al. 2012). To determine whether the two mutant SNPs exist in WXS, we selected three conventional rice varieties (93‐11, Nipponbare and Wuxiang B) and three two‐line male sterile lines (PA64S, NK58S, and Y58S) as controls to perform PCR amplification of the flanking regions of the SNPs. Then, the PCR products were cloned and sequenced. Next, to determine whether *tms5* or *pms3* is the major gene, WXS rice was separately crossed with PA64S and Y58S in Sanya Lingshui in winter (December, 2014 to March, 2015). Finally, the F_1_ seeds were obtained and planted in Wuhan in summer (May 2015 to August 2015). To analyze the pollen fertility of F_1_ plants, the mature anthers were also collected and stained with 1% potassium iodide solution (I_2_‐KI).

### Subcellular localization

The full‐length coding sequence of *Osgata10* was inserted behind the cauliflower mosaic virus (CaMV) 35S promoter into the HBT‐GFP vector to produce a 35S: *Osgata10*:GFP fusion vector for transient expression in rice WXS protoplasts by polyethylene glycol (PEG)‐mediated infiltration. The nucleus marker was bZIP63‐RFP. The empty HBT vector was used as a control. The GFP and RFP signals were visualized with a FV1000 confocal scanning microscope. The primers used for subcellular localization are listed in Table S10.

### Dual‐luciferase assay

For the dual‐luciferase assay, pGreenII 0800‐LUC vectors with LUC under the control of three Ub_L40_ promoters (1 kb upstream of ATG) were generated as reporters, with the *Renilla* luciferase (REN) gene under the control of the 35S promoter used as an internal control. To construct the overexpression vectors, the full‐length coding sequences of GATA10, ERF141, MASD7, MSDS50, HOX16, and MYB were amplified and cloned into the PCXUN vector; these constructs were used as the effectors. The empty PCXUN vector was used as the control for the effector. Rice shoot protoplasts were prepared and transfected using a PEG/calcium‐mediated method followed by an 18‐h incubation to allow transient expression. Firefly LUC and REN activities were measured with a Dual‐Luciferase Reporter assay kit (Promega, Madison, WI, USA). The LUC/REN ratios were calculated and three independent transformations were performed for each plasmid combination. All primers are listed in Table S10.

### Co‐immunoprecipitation assays

Co‐immunoprecipitation assays were performed as described previously (Yang et al. 2014). The full‐length coding sequence of ERF65 was separately amplified and cloned into the PCXUN vector fused with a HA tag, and GATA10 was cloned into PCXUN vector fused with a MYC tag. GATA10‐MYC and five other TFs with HA tags were coexpressed in rice protoplasts, and lysates were subjected to CoIP assays with anti‐HA antibodies (MBL, Japan). The precipitated proteins were detected by western blotting using an anti‐MYC antibody.

### Yeast two‐hybrid assays

Yeast two‐hybrid assays were performed according to the manufacturer's instructions (TAKARA, Japan). The full‐length coding sequence of ERF65 was cloned into pGBK‐T7 (BD), and full‐length coding sequence of GATA10 was cloned into pGAD‐T7 (AD). The vectors were then cotransformed into *Saccharomyces cerevisiae* strain AH109 and selected on SD/‐Leu/‐Trp plates for 3–4 days at 30°C. Protein–protein interactions were observed based on the growth of transformants on SD/‐Leu/‐Trp/‐His plates. Primers are listed in Table S10.

## AUTHOR CONTRIBUTIONS

Y.D. and J.J. designed the experiments; J.J. performed most of the experimental work and wrote the manuscript; J.J. and S.G. analyzed the data; Y.W. performed some western blot experiments; H.Z. provided the results of WXS testcrosses and SNP site sequencing; Z.Z. provided constructive advice regarding the experiments; Q.L. and Y.S. helped to perform plasmid extraction; H.C. and Y.Z. helped to collect rice WXS panicle materials; X.H. provided rice WXS seeds. All authors read and approved the paper.

## ACCESSION NUMBERS

The raw and processed ATAC‐seq, ChIP‐seq and RNA‐seq data described in this work have been deposited to the NCBI Gene Expression Omnibus (GEO) database under the record number GSE114090.

## Supporting information

Additional Supporting Information may be found qonline in the supporting information tab for this article: http://onlinelibrary.wiley.com/doi/10.1111/jipb.12871/suppinfo

**Figure S1.** ATAC‐seq profiling of nucleus quality, read alignments, fragment size distribution and correlation with published DNaseI hypersensitive sites
**(A)** Fluorescence microscope image of nuclei stained with the DNA‐binding dye DAPI (blue). Scale bar, 100 μm. **(B)** Mapped reads are all the reads that aligned to the *Oryza sativa* MSU7 reference genome. Nuclear Mapped Reads exclude the portion of reads that aligned to the mitochondrial or chloroplast genomes; % Aligned = Nuclear Mapped Reads/Clean Reads. Q20 and Q30 denote mapping quality scores. **(C)** Fragment sizes of ATAC‐seq reads for all four samples (FP3, FP4, SP3, SP4). The dotted line indicates the trendline. **(D)** Overlapping peaks of Tn5 transposase hypersensitive sites (THSs; this study) and published DHSs in rice. (**E**) The percent coverage of accessible chromatin regions occupying the rice genome.
**Figure S2.** Correlation of histone modification with Tn5 transposase hypersensitive sites (THSs) by ATAC‐seq
**(A)** Visualization by Integrative Genomics Viewer (IGV) showing enrichment of ATAC‐seq as well as ChIP‐seq in WXS(F) and WXS(S) at P3 and P4. Gene models are displayed on the bottom track. **(B)** Scatter plots comparing the enrichment between ATAC‐seq and ChIP‐seq. Pearson correlations of the reads per kilobase per million mapped reads (RPKM) values are shown. **(C)** The profile of H3K9ac and H3K4me2 marks (indicated by the number of ChIP‐seq reads) among genes with different expression levels based on our RNA‐seq data. The expressed genes were divided into five bins from lowest to highest expression.
**Figure S3.** Quantitative real‐time PCR validation of H3K9ac and H3K4me2 ChIP‐seq Fourteen genes were selected for the test (one with reduced, two with unchanged, and four with increased H3K9ac; five with reduced, one with unchanged, and one with increased H3K4me2 in ChIP‐seq, as shown on the left). Levels relative to the input are shown. The DNA level was calculated using the 2^−ΔΔCt^ method. Bar = means ± *SD* from three biological repeats.
**Figure S4.** The accessible chromatin regions with all differentially expressed genes (DEGs) from our RNA‐seq data
**(A)** DEGs based on pairwise comparison. Red dots represent upregulated genes, and green dots represent downregulated genes. **(B)** (Left) Venn diagram of overlap between FP3‐ or SP3‐enriched genes and genes associated with FP3‐ or SP3‐enriched differential Tn5 transposase hypersensitive sites (dTHSs). (Right) Venn diagram of overlap between FP4‐ or SP4‐enriched genes and genes associated with FP4‐ or SP4‐enriched dTHSs (right). Genes were considered “enriched” if they had a two‐fold or higher difference in expression between SP3 versus FP3 or SP4 versus FP4. GO analysis was performed to reveal the biological functions of overlapped genes.
**Figure S5.** Quantitative real‐time PCR verification of RNA‐seq results
**(A)** The relative expression levels of 17 genes were determined by quantitative RT‐PCR. Significant differences between the samples are indicated by ** (*P*‐value < 0.01) and * (*P*‐value < 0.05). Bar = means ± *SD* from three biological repeats. (**B**) WXS testcross with PA64S and Y58S. The mature anthers of F_1_ plants were collected and stained with 1% potassium iodide solution (I_2_‐KI). Scale bar: 2 mm (left); 20 μm (right). (**C**) The results of SNP site sequencing. Three conventional rice varieties (93‐11, Nipponbare and Wuxiang B) and three two‐line male sterile lines (PA64S, NK58S, and Y58S) as controls were used to perform PCR amplification of the flanking regions of the SNPs. Then, the PCR products were cloned and sequenced.
**Figure S6.** Predicted sequence motifs and target genes for WXS(F)‐ and WXS(S)‐enriched transcription factors (TFs) in the uninucleate period (P4)
(**A**) Accessible chromatin profiling of *Ub*_*L40*_ *1, Ub*_*L40*_ *2, Ub*_*L40*_ *4* and *tms5* in FP3, SP3, FP4 and SP4. (**B**) FP4‐enriched Tn5 transposase hypersensitive site (THS) sequences and (**C**) SP4‐enriched THS sequences were analyzed using MEME‐ChIP. Motifs that had an E‐value ≤ 0.05 were considered significant. Only those TFs that showed at least a two‐fold expression difference between FP4 and SP4 were kept. (**D**) A STRING network of interactions among 46 common target genes regulated by ERF141, MADS7, MADS50 and MYB.
**Figure S7.** Analysis of *Osgata10* overexpression lines and target genes of GATA10
(**A**) Two independent targets within *Osgata10* for construction of *Osgata10* knockout transgenic plants. (**B)** The relative expression levels of *Osgata10, Ub*_*L40*_ *1, Ub*_*L40*_ *2 and Ub*_*L40*_ *4* at the permissive temperature were determined by quantitative RT‐PCR in WXS(F) (as control) and *Osgata10*‐OE transgenic plants. Bar = means ± *SD* from three biological repeats. (**C**) Gene ontology (GO) terms for the target genes regulated by GATA10.
**Figure S8.** Expression profiles of differentially expressed genes (DEGs) encoding kinases during fertility conversion Numbers of DEGs and enrichment of a given kinase gene family are shown. Gene members presenting different expression patterns (clusters C1–C6; see Figure 3) or members of a dedicated gene family are indicated. Enrichment of the gene family was determined by calculating the *P*‐value using Fisher's exact test.
**Figure S9.** KEGG pathways of differentially expressed genes (DEGs)
(**A**) The KEGG pathways of DEGs between SP3 and FP3. (**B**) The KEGG pathways of DEGs between SP4 and FP4. Click here for additional data file.

**Table S1. Comparison of differential Tn5 transposase hypersensitive sites (dTHSs) between WXS(F) and WXS(S) by MAnorm**
Click here for additional data file.

**Table S2. The related genes from differential Tn5 transposase hypersensitive sites (dTHSs) by peak annotation in WXS(F) versus WXS(S)**
Click here for additional data file.

**Table S3. Differentially expressed genes (DEGs) based on RNA‐seq**
Click here for additional data file.

**Table S4. Analysis of the K‐means cluster**
Click here for additional data file.

**Table S5. Gene Ontology (GO) analysis of six clusters**
Click here for additional data file.

**Table S6. MEME‐ChIP results for WXS(F)‐enriched and WXS(S)‐enriched Tn5 hypersensitive site (THS) sequences**
Click here for additional data file.

**Table S7. Motif binding transcription factor expression changes analyzed by DESeq based on our RNA‐seq data**
Click here for additional data file.

**Table S8. Coordinates of predicted binding sites in FP3 and SP3 and likely regulated target genes**
Click here for additional data file.

**Table S9. Coordinates of predicted binding sites in FP4 and SP4 and likely regulated target genes**
Click here for additional data file.

**Table S10. All primers used for this study**
Click here for additional data file.

# Supplementary material for: The transcription factor GATA10 regulates fertility conversion of a two‐line hybrid tms5 mutant rice via the modulation of Ub L40 expression
**Source:** J Integr Plant Biol. 2019 Nov 6;62(7):1034–56. doi: 10.1111/jipb.12871
**Supplement:** Supplementary file 1 — Figure S1. ATAC‐seq profiling of nucleus quality, read alignments, fragment size distribution and correlation with published DNaseI hypersensitive sites (A) Fluorescence microscope image of nuclei stained with the DNA‐binding dye DAPI (blue). Scale bar, 100 μm. (B) Mapped reads are all the reads that aligned to the Oryza sativa MSU7 reference genome. Nuclear Mapped Reads exclude the portion of reads that aligned to the mitochondrial or chloroplast genomes; % Aligned = Nuclear Mapped Reads/Clean Reads. Q20 and Q30 denote mapping quality scores. (C) Fragment sizes of ATAC‐seq reads for all four samples (FP3, FP4, SP3, SP4). The dotted line indicates the trendline. (D) Overlapping peaks of Tn5 transposase hypersensitive sites (THSs; this study) and published DHSs in rice. (E) The percent coverage of accessible chromatin regions occupying the rice genome. Figure S2. Correlation of histone modification with Tn5 transposase hypersensitive sites (THSs) by ATAC‐seq (A) Visualization by Integrative Genomics Viewer (IGV) showing enrichment of ATAC‐seq as well as ChIP‐seq in WXS(F) and WXS(S) at P3 and P4. Gene models are displayed on the bottom track. (B) Scatter plots comparing the enrichment between ATAC‐seq and ChIP‐seq. Pearson correlations of the reads per kilobase per million mapped reads (RPKM) values are shown. (C) The profile of H3K9ac and H3K4me2 marks (indicated by the number of ChIP‐seq reads) among genes with different expression levels based on our RNA‐seq data. The expressed genes were divided into five bins from lowest to highest expression. Figure S3. Quantitative real‐time PCR validation of H3K9ac and H3K4me2 ChIP‐seq Fourteen genes were selected for the test (one with reduced, two with unchanged, and four with increased H3K9ac; five with reduced, one with unchanged, and one with increased H3K4me2 in ChIP‐seq, as shown on the left). Levels relative to the input are shown. The DNA level was calculated using the 2−ΔΔCt method. Bar = means ± SD from three biolo

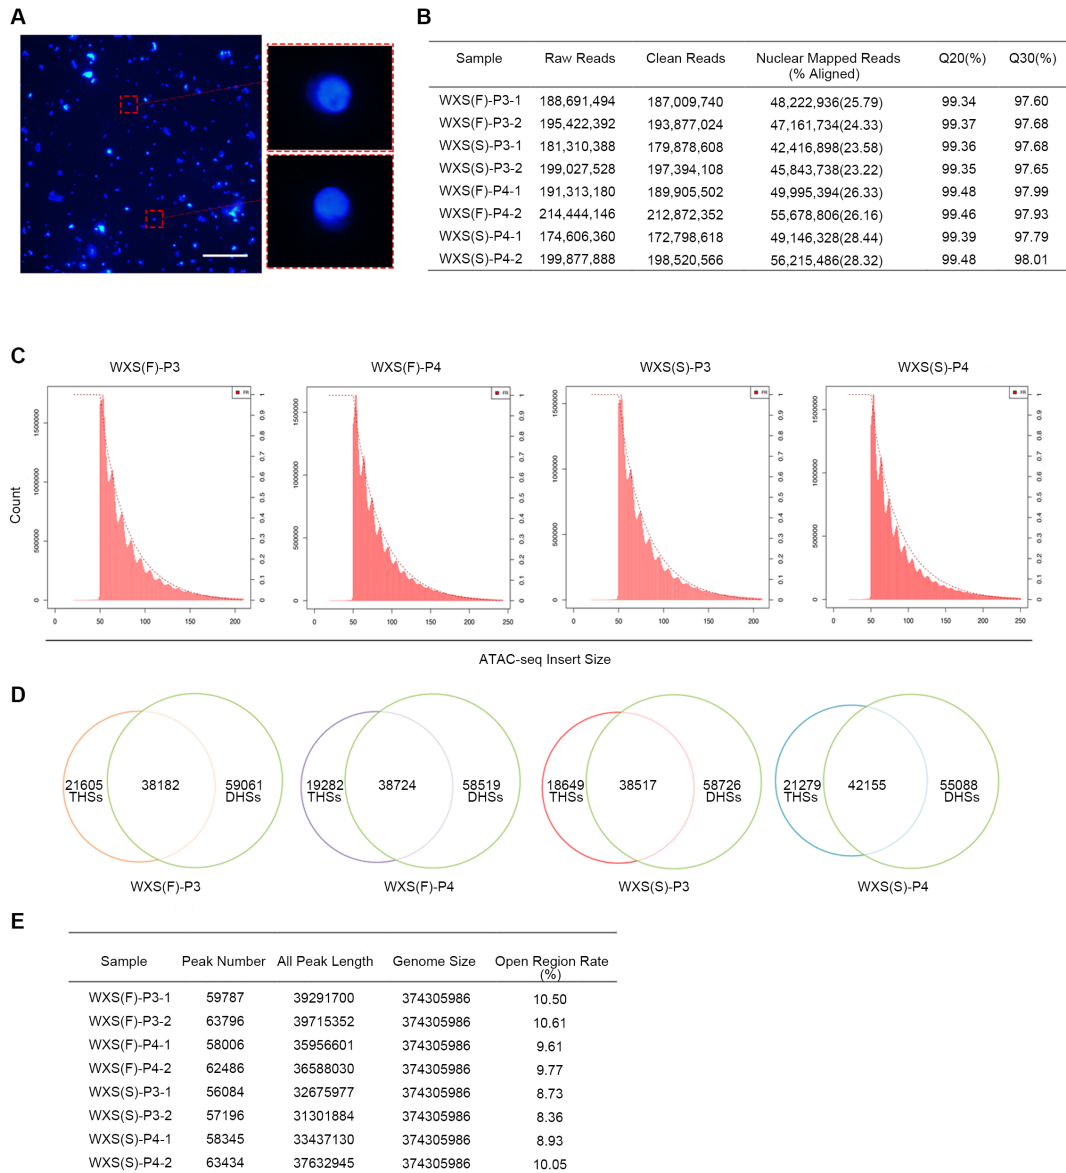

**Figure S1. ATAC-seq profiling of nucleus quality, read alignments, fragment size distribution and correlation with published DNaseI hypersensitive sites**

**(A)** Fluorescence microscope image of nuclei stained with the DNA-binding dye DAPI (blue). Scale bar, 100  $\mu$ m. **(B)** Mapped reads are all the reads that aligned to the *Oryza sativa* MSU7 reference genome. Nuclear Mapped Reads exclude the portion of reads that aligned to the mitochondrial or chloroplast genomes; % Aligned = Nuclear Mapped Reads/Clean Reads. Q20 and Q30 denote mapping quality scores. **(C)** Fragment sizes of ATAC-seq reads for all four samples (FP3, FP4, SP3, SP4). The dotted line indicates the trendline. **(D)** Overlapping peaks of Tn5 transposase hypersensitive sites (THSs; this study) and published DHSs in rice. **(E)** The percent coverage of accessible chromatin regions occupying the rice genome.

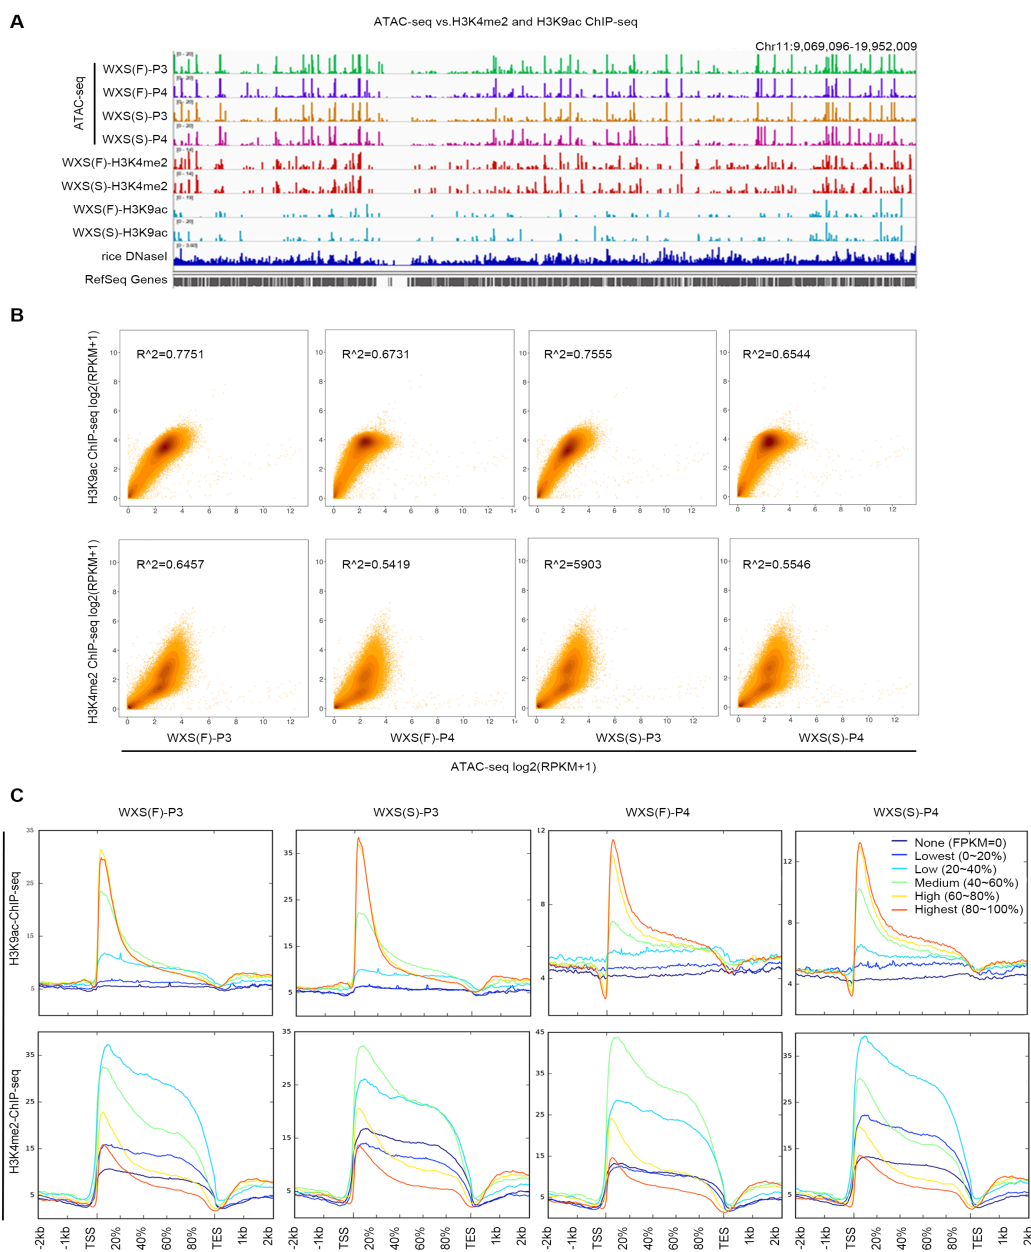

**Figure S2. Correlation of histone modification with Tn5 transposase hypersensitive sites (THSs) by ATAC-seq**

**(A)** Visualization by Integrative Genomics Viewer (IGV) showing enrichment of ATAC-seq as well as ChIP-seq in WXS(F) and WXS(S) at P3 and P4. Gene models are displayed on the bottom track. **(B)** Scatter plots comparing the enrichment between ATAC-seq and ChIP-seq. Pearson correlations of the reads per kilobase per million mapped reads (RPKM) values are shown. **(C)** The profile of H3K9ac and H3K4me2 marks (indicated by the number of ChIP-seq reads) among genes with different expression levels based on our RNA-seq data. The expressed genes were divided into five bins from lowest to highest expression.

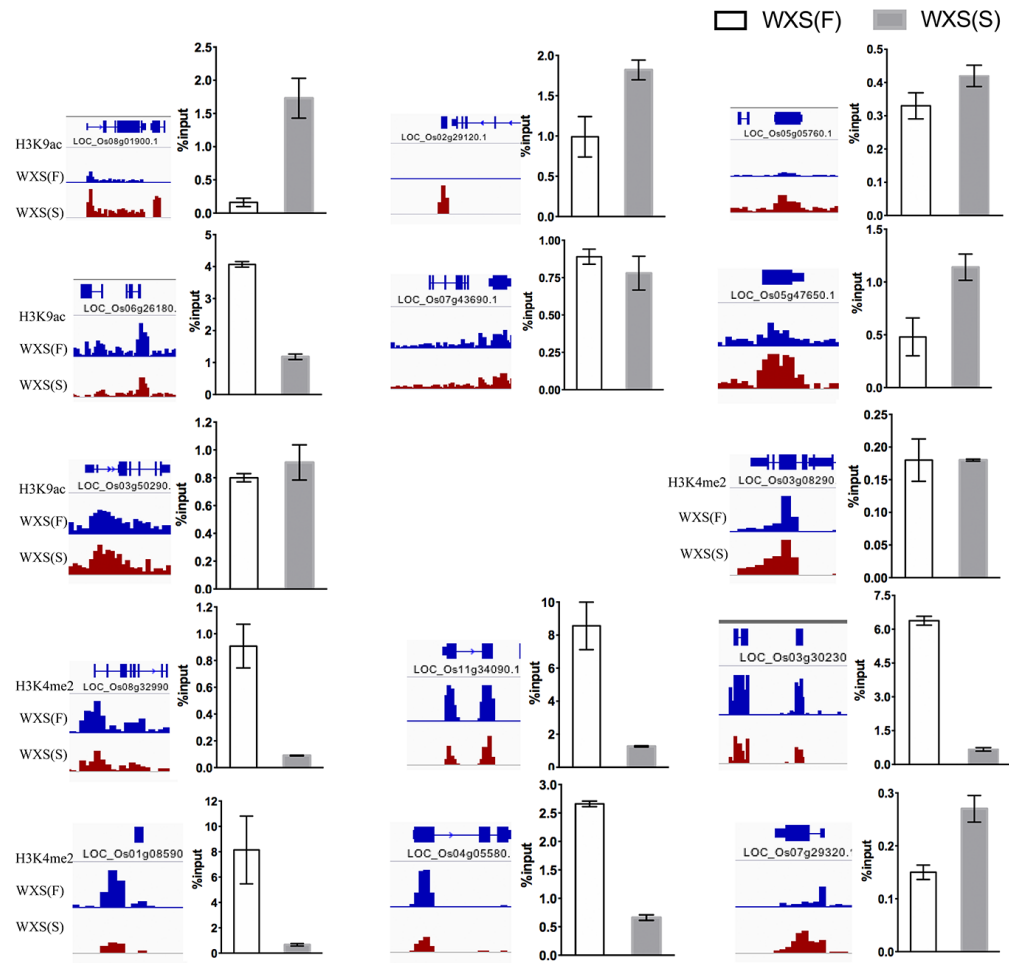

**Figure S3. Quantitative real-time PCR validation of H3K9ac and H3K4me2 ChIP-seq**

Fourteen genes were selected for the test (1 with reduced, 2 with unchanged, and 4 with increased H3K9ac; 5 with reduced, 1 with unchanged, and 1 with increased H3K4me2 in ChIP-seq, as shown on the left). Levels relative to the input are shown. The DNA level was calculated using the  $2^{-\Delta\Delta C_t}$  method. Bar=means  $\pm$  SD from three biological repeats.

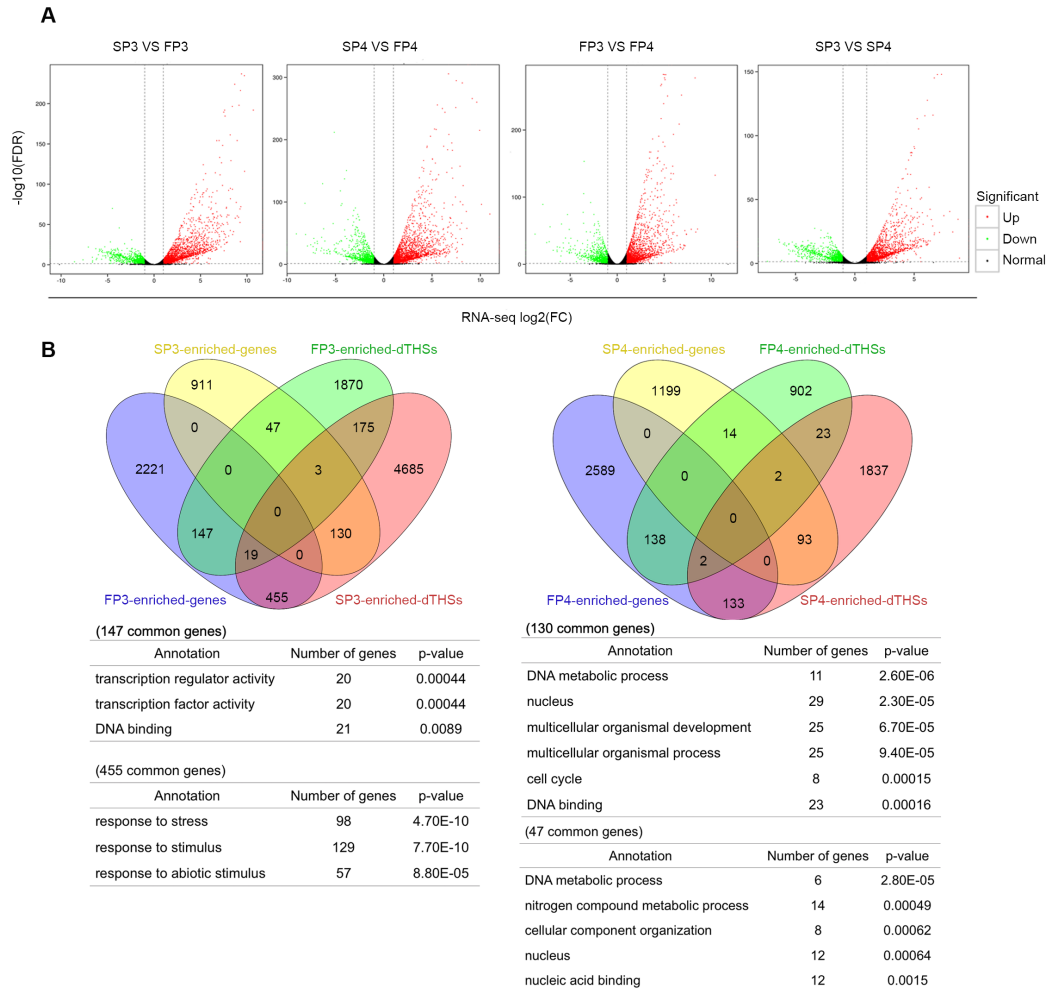

**Figure S4. The accessible chromatin regions with all differentially expressed genes (DEGs) from our RNA-seq data**

**(A)** DEGs based on pairwise comparison. Red dots represent upregulated genes, and green dots represent downregulated genes. **(B)** (Left) Venn diagram of overlap between FP3- or SP3-enriched genes and genes associated with FP3- or SP3-enriched differential Tn5 transposase hypersensitive sites (dTHSs). (Right) Venn diagram of overlap between FP4- or SP4-enriched genes and genes associated with FP4- or SP4-enriched dTHSs (right). Genes were considered “enriched” if they had a 2-fold or higher difference in expression between SP3 versus FP3 or SP4 versus FP4. GO analysis was performed to reveal the biological functions of overlapped genes.

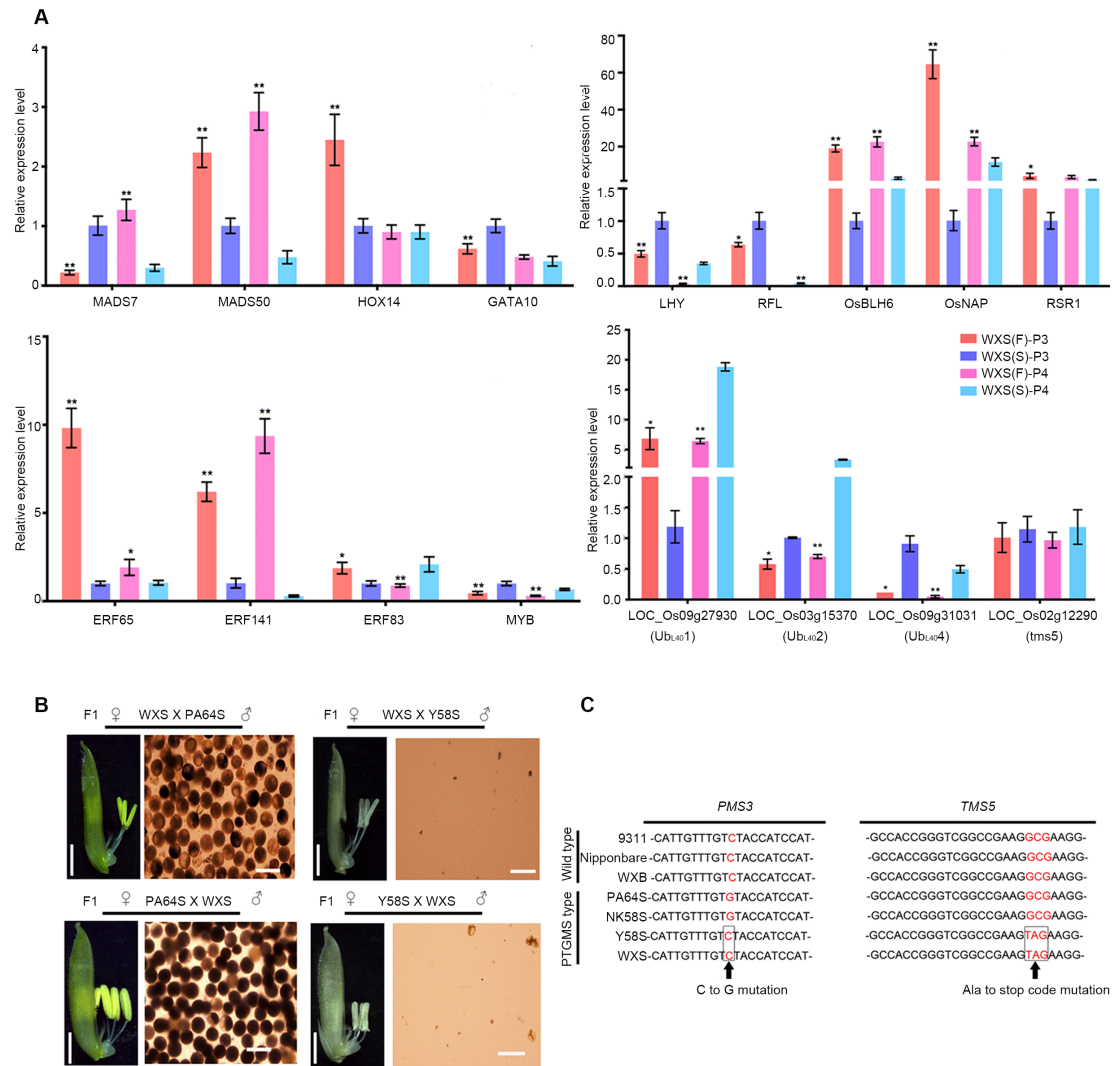

**Figure S5. Quantitative real-time PCR verification of RNA-seq results**

(A) The relative expression levels of 17 genes were determined by quantitative RT-PCR. Significant differences between the samples are indicated by \*\* (P-value <0.01) and \* (P-value <0.05). Bar=means +/- SD from three biological repeats. (B) WXS testcross with PA64S and Y58S. The mature anthers of F<sub>1</sub> plants were collected and stained with 1% potassium iodide solution (I<sub>2</sub>-KI). Scale bar: 2 mm (left); 20 μm (right). (C) The results of SNP site sequencing. Three conventional rice varieties (93-11, Nipponbare and Wuxiang B) and three two-line male sterile lines (PA64S, NK58S and Y58S) as controls were used to perform PCR amplification of the flanking regions of the SNPs. Then, the PCR products were cloned and sequenced.

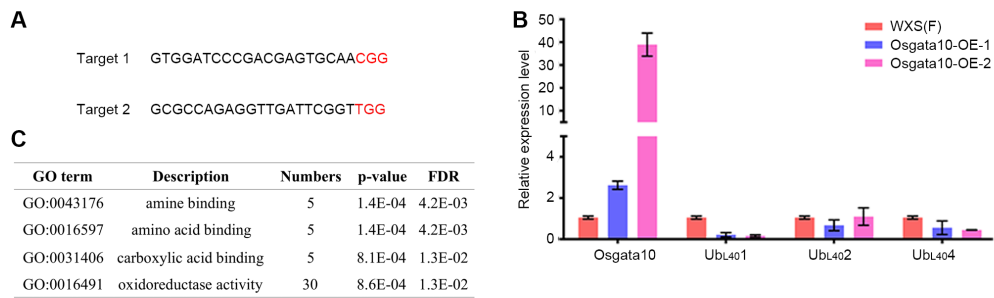

**Figure S7. Analysis of *Osgata10* overexpression lines and target genes of GATA10**

(A) Two independent targets within *Osgata10* for construction of *Osgata10* knockout transgenic plants. (B) The relative expression levels of *Osgata10*, *Ubl401*, *Ubl402* and *Ubl404* at the permissive temperature were determined by quantitative RT-PCR in WXS(F) (as control) and *Osgata10*-OE transgenic plants. Bar=means  $\pm$  SD from three biological repeats. (C) Gene Ontology (GO) terms for the target genes regulated by GATA10.

**Figure S8. Expression profiles of differentially expressed genes (DEGs) encoding kinases during fertility conversion**

Numbers of DEGs and enrichment of a given kinase gene family are shown. Gene members presenting different expression patterns (clusters C1–C6; see Figure 3) or members of a dedicated gene family are indicated. Enrichment of the gene family was determined by calculating the P-value using Fisher's exact test.

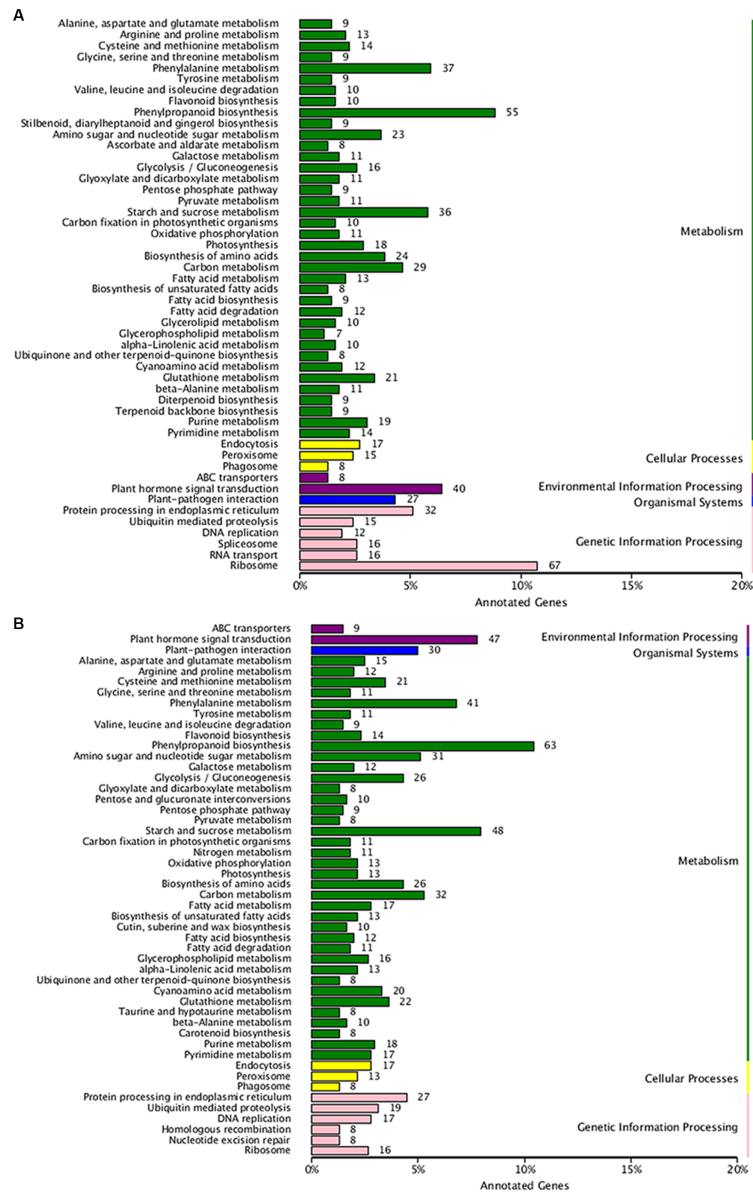

**Figure S9. KEGG pathways of differentially expressed genes (DEGs)**

(A) The KEGG pathways of DEGs between SP3 and FP3. (B) The KEGG pathways of DEGs between SP4 and FP4.

How the deposited data were processed for this re-analysis (not part of the article)

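Chromatin accessibility (ATAC-seq) and gene expression (RNA-seq) were measured by the authors in young panicles of WXS(F) and WXS(S) at P3 and P4. The 8 ATAC-seq libraries (2 per group) and the 12 RNA-seq libraries (3 per group) were mapped to type, stage and replicate from the sample descriptions, which follow the names FP3, SP3, FP4 and SP4 of the paper. The descriptions do not give the temperature. By the paper's methods, WXS(S) plants stayed in the field and WXS(F) plants were moved to cooler growth chambers. A difference between the types therefore cannot be separated from these growing conditions. Total counts per RNA-seq library ranged from 30577833 to 51193158, and the reads behind the peaks are not known here. The ChIP-seq samples of the study were not analysed here.

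The authors aligned RNA-seq reads to the MSU7 rice genome with HISAT2 and computed expression with StringTie, and they deposited estimated counts per gene as whole numbers, not normalized and used here as they stand. The counts appear to be rounded up. In 920 cases of a count of 1, the deposited FPKM had a median of 0.0882 times the value of a whole read, against 0.899 per read for a count of 10, with the value of a read taken from libraries with at least 50 counts of the gene. A count of 1 can thus be a small part of a read. The authors also deposited FPKM values, which are scaled to gene length and to the mapped reads of each library. For ATAC-seq the authors aligned reads with Bowtie2, discarded organelle reads and reads with more than 1 alignment, called peaks per library with MACS and deposited each peak with its score, which that version of MACS writes as -10 times the log10 of the peak's p-value. The score was used only to filter peaks within a list. How new genes outside the MSU7 loci were assembled is not stated in the methods of the paper.

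Tests on counts used edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM normalization, glmQLFit and glmQLFTest. Each pairwise comparison used the libraries of its own groups, and the interaction of type and stage used all 12. A gene was called with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. No gene column lacked a sample (0 columns were left out). Peaks were compared with bedtools 2.31.1, with an overlap of at least 1 bp, and coordinates are given from base 1 on MSU7. K-means was run with scikit-learn 1.9.0 on scaled group means of the FPKM. Other tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The test on counts was tested on simulated data with 200 genes changed 4-fold, drawn from genes with a mean of at least 1 CPM. It recovered 178 of them in FP4 versus SP4 (24645 genes, 9 false calls) and 151 in the interaction (26392 genes, 5 false calls), and none in the wrong direction.

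The genes named in the text were fixed by a rule: the Ub_L40 genes, tms5 and every TF of Table S7, and in FP3 versus SP3 and FP4 versus SP4 the 3 called genes with the largest and the 3 with the smallest log2 fold change among those with a mean of at least 1 CPM and no overlap between the replicates. This rule, the tests and the alternatives listed next were set before the data were examined. The alternatives were DESeq2 1.42.0, library totals without TMM factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1), all libraries in 1 model, unadjusted p-values and leaving out each library. For THSs they were a MACS score of at least 100 and an overlap of at least 50%. Keeping the same number of strongest THSs per library was chosen after seeing the data.

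Counting depth limits genes with few counts. A value of 0 counts allows up to 3 counts, and intervals and bounds cover counting error only. Bounds on counts are approximate, because the counts are estimates. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1. Supplementary tables were used where their lists were complete. Of Table S3, the first 595 of the 3933 lines of its sheet on FP3 versus SP3 were at hand, and no overlap or enrichment was tested on it. The gene annotation of MSU7 was not used here, so the genomic distribution of THSs, THSs at the Ub_L40 genes, promoter THSs by expression level and DEGs with a gained or lost promoter THS were left out. The gene lists of GO terms were held in shortened form and were left out.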

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

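The tests against other groupings of the libraries were chosen before their results were seen. The tests of technical explanations and the exchange of deviations were chosen after the result was seen.

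The difference between WXS(F) and WXS(S) changed from P3 to P4 for many genes. The interaction term of a model of all 12 RNA-seq libraries called 860 genes as relatively higher and 1746 as relatively lower in WXS(F) at P4. When the types were exchanged among the libraries of each stage, 1 of the 60 groupings drawn, the real one, gave as many genes, but this exchange also removes the difference between types and so decides nothing about its change with stage. Exchanging instead the deviations of log2 CPM from a fit with an equal difference at both stages keeps that difference. With limma the real data called 3276 genes, and 1 of the 100 draws, the real data, reached as many, while the largest other gave 3. This argues against deviations of single libraries as the cause, as far as libraries are alike in their spread. SP3 replicate 3 has more counts on rarely detected genes than its fellow replicates, but without this library the interaction called 3477 genes, which argues against that library as the source of the calls. The values behind the test matter for the split. Of the called genes, 33.0% were higher with edgeR, 46.3% with limma on log2(FPKM + 1) and 53.6% with limma on log2(FPKM + 0.1), and 11 and 7 of the genes called by both changed sign. A response of fertile and sterile panicles that depends on the stage is a hypothesis that stays open, as is a different pace of development in WXS(F) and WXS(S), since the design does not separate them. Type cannot be separated from temperature, or from field against growth chamber, either. By the paper's methods, only the WXS(F) plants were moved to chambers.

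The Ub_L40 genes differed between stages in their difference between types. The interaction was -4.86 for Ub_L40 1 (SE 0.86, adjusted p = 0.0029), -1.70 for Ub_L40 2 (SE 0.39, adjusted p = 0.0118) and -1.33 for Ub_L40 4 (SE 0.158, adjusted p = 0.000248) on the log2 scale by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all alternatives these ranged from -6.11 to -2.16, from -1.98 to -1.41 and from -1.55 to -1.22, with adjusted p-values of at most 0.011, 0.0316 and 0.00287. Ub_L40 1 stands apart because it was higher in WXS(F) at P3 and lower at P4. Reads of Ub_L40 4 counted on Ub_L40 1 are argued against as its cause at P3, since Ub_L40 4 had a log2 fold change of -2.48 there and its reads would make Ub_L40 1 lower in WXS(F). Reads of Ub_L40 1 counted on Ub_L40 4 cannot be told apart from a difference in level, since the SD of Ub_L40 4 in SP3, 43.0 CPM, would hide them. The count of 0 in SP3 replicate 3 alone is argued against too, since the log2 fold change at P3 was 2.95 without that library. Whether FP3 panicles were further along the path from P3 to P4 cannot be told apart from a difference of the types at the same stage. Ub_L40 1 rose with stage in WXS(S) but changed by -0.01 from FP3 to FP4, and no library separates stage from type. A biological difference remains a hypothesis, and it rests on 6, 17 and 0 counts in the SP3 replicates.

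Among the TF genes of Table S7, the interaction passed an adjusted p of 0.05 with log2 values of 1.71 for ERF141, -0.74 for ERF65, 7.63 for ERF134, -0.63 for OsbZIP05, -0.66 for HOX16, -1.12 for HOX6, 0.85 for MADS7, -1.15 for LBD, 0.54 for ERF130 and -2.18 for ERF83. In all, 22 of the 38 named genes tested passed it. It was lost for ERF130 in 13 of 19 alternatives, for ERF134 in 11 of 18 and for LBD in 8 of 18, with adjusted p-values of up to 0.216, 0.258 and 0.605, and it was kept for the other TF genes listed in every alternative. Among the fits that left out a library, ERF130 had an adjusted p below 0.05 only without SP3 replicate 1, SP3 replicate 3 or FP4 replicate 1, and its log2 value was between 0.47 and 0.57 in the others. The adjusted p of ERF134 was above 0.05 without any one of the FP3 libraries, SP3 replicate 1 or 2, FP4 replicate 2 or 3 or SP4 replicate 1 (7.08 to 7.92), and that of LBD without FP3 replicate 1 or 3, FP4 replicate 1 or 3 or SP4 replicate 1 (-1.14 to -0.97). The value of ERF134 depends on libraries with 1 estimated count, which may be less than a read, beside libraries of the same group with 204 or 253 counts. ERF83 changed direction, with a log2 fold change of 0.82 at P3 (SE 0.176, adjusted p = 0.0101) and -1.42 at P4 (SE 0.158, adjusted p = 0.000465, edgeR). No technical explanation was tested for single TF genes.

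Genes chosen for their extreme fold changes also differed between stages. The interaction was -6.27 for LOC_Os12g37690, -8.79 for LOC_Os01g01430, -7.24 for LOC_Os06g40818, 9.16 for LOC_Os12g18800, 8.85 for LOC_Os05g08850, 10.83 for LOC_Os11g10290, -12.39 for LOC_Os09g37300, -8.22 for Rice_newGene_15459 and -20.69 for LOC_Os12g38040 on the log2 scale. Each of these genes is at 0 counts in a whole group, so the fitted value depends on the prior count and is no measure of size. LOC_Os12g38040 had 153, 157 and 114 counts in FP3 and 0 in every SP3 library, and 0 in every FP4 library and 196, 157 and 198 counts in SP4. With limma on log2(FPKM + 1), the interaction of Rice_newGene_15459 had the other sign, at 0.38, and its adjusted p was above 0.05 with limma on log2(FPKM + 1) or log2(FPKM + 0.1) and without FP3 replicate 3, FP4 replicate 1, FP4 replicate 3 or SP4 replicate 3 (-8.21 to -8.00). Limma on log2(FPKM + 1) or log2(FPKM + 0.1) also left LOC_Os12g37690 and LOC_Os12g18800 with an adjusted p above 0.05, and limma on log2(FPKM + 1) did so for LOC_Os11g10290. No explanation was tested for these genes.

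The union of DEGs held 761 genes without an MSU7 locus, which the paper does not discuss, and 741 of them are among those the authors named as new genes. Gene models near the floor of detection are a candidate explanation, since 34.2% of these genes had a mean of at least 1 CPM against 73.8% of the DEGs with a locus. Their median level was 0.624 CPM against 4.32 CPM. No biological explanation was tested.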

How the results depend on the processing

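Keeping the same number of strongest THSs in each library was chosen after the result was seen.

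Counts of DEGs kept within 1.5 times of the reported counts in 145 of the 158 alternatives. Limma on log2(FPKM + 1) moved them most. It called 1638 upregulated and 633 downregulated genes in FP3 versus SP3, 1764 and 693 in FP4 versus SP4, 1337 and 556 in FP4 versus FP3, 1270 and 619 in SP4 versus SP3, and 681 genes lower in the interaction. A pseudocount of 1 shrinks the fold of genes with low FPKM. Asking for at least 10 counts in every library lowered the upregulated genes to 2268 in FP3 versus SP3 and 2441 in FP4 versus SP4, and by its construction this filter drops genes that are silent in one type. For the interaction, DESeq2 called 1291 genes higher and limma on log2(FPKM + 0.1) called 1683, and the cause was not tested. Library totals without TMM factors shifted the median log2 fold change of the tested genes to -0.11 in FP4 versus SP4, -0.12 in FP4 versus FP3 and -0.15 in the interaction. With DESeq2, which tested more genes, the medians were -0.12 in FP3 versus SP3, 0.40 in FP4 versus SP4, 0.25 in FP4 versus FP3, -0.21 in SP4 versus SP3 and 0.34 in the interaction. Without a filter they were 0.36 in FP4 versus SP4, 0.22 in FP4 versus FP3, -0.15 in SP4 versus SP3 and 0.27 in the interaction.

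With each library left out in turn, FP3 versus SP3 gave from 3071 to 3934 upregulated and from 1504 to 2153 downregulated genes, FP4 versus SP4 from 3600 to 3955 and from 1585 to 1697, and the interaction from 603 to 1217 higher and from 1457 to 2260 lower. The highest total of FP3 versus SP3, 6087, and of the interaction, 3477, came without SP3 replicate 3. The union of DEGs was 11758 with DESeq2 and 10842 with unadjusted p-values.

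The replicate numbers do not pair the libraries, since deviations of same-numbered libraries from their group means correlated between -0.0642 and 0.0388. With the replicate number as a block, 3203 genes were upregulated and 1330 downregulated in FP3 versus SP3, 3466 and 1518 in FP4 versus SP4, 2919 and 1403 in FP4 versus FP3, and 2748 and 1405 in SP4 versus SP3, with 691 and 1634 in the interaction.

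For Ub_L40, tms5 and GATA10, 222 of 233 alternatives kept the direction and the side of the adjusted p threshold of 0.05, whatever the size of the fold change. The log2 fold change of Ub_L40 1 in FP3 versus SP3 ranged from 2.95 to 4.71 with a library left out. It did not pass the threshold without FP3 replicate 1, FP3 replicate 2 or SP3 replicate 1, with adjusted p-values of up to 0.0676 from edgeR's quasi-likelihood test, as fewer libraries were fitted. In FP4 versus SP4 it was -1.41 with all 12 libraries in 1 model (adjusted p = 0.0658, edgeR, range over the alternatives 2.3e-08 to 0.0658), and the cause was not tested. Ub_L40 2 in FP3 versus SP3 ranged from -0.80 to -0.20 with a library left out, and -0.80, without SP3 replicate 2, passed the threshold (adjusted p = 0.0498, range over the alternatives 0.0498 to 0.668). The cause was not tested. The interaction of tms5, which is near 0 and not called, was -0.08 without TMM factors and between -0.09 and 0.11 with a library left out, where it was below 0 without SP3 replicate 2 (-0.06) and FP4 replicate 2. The interaction of GATA10 was 0.64 and passed the threshold with DESeq2, with at least 10 counts in every library and without SP3 replicate 3, over a range of 0.45 to 0.71 with a library left out and adjusted p-values of 0.0304 to 0.194. The cause was not tested.

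For the other named genes, 466 of 477 alternatives kept the direction and an adjusted p below 0.05 at the stage of the gene. The 11 with an adjusted p above 0.05 were 5 for OsIDD8, 5 for HOX14 and 1 for LOC_Os07g48090. HOX14 exceeded it without any library but SP3 replicate 3 (1.05 to 1.40), OsIDD8 without FP3 replicate 1 (-1.15), FP3 replicate 3 (-1.13) or SP3 replicate 2 (-1.03) and with both limma fits (-0.37 and -1.03), and LOC_Os07g48090 with all 12 libraries in 1 model. These tallies leave out the size of the fold change. With the 2-fold threshold as well, 14 of the 29 entries of Table S7 passed in every alternative run for them. For the interaction of other named genes, 307 of 350 alternatives kept the direction and an adjusted p below 0.05, 42 had an adjusted p above 0.05 and 1 changed sign, the 0.38 of Rice_newGene_15459 with limma on log2(FPKM + 1).

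A MACS score of at least 100 left a mean of 39619 THSs per library in FP3, 35069 in SP3, 37876.5 in FP4 and 38966.5 in SP4, which covered 8.10%, 6.25%, 7.21% and 7.11% of the genome, since by construction it keeps fewer THSs. The overlap of the SP3 replicates was 82.9% with an overlap of at least 50% of the peak and 86.2% with this score. THSs in both replicates of one sample and in neither of the other fell to 586 for FP3, 394 for SP3, 90 for FP4 and 265 for SP4 with this score. With 1 library left out they ranged from 8283 to 10885, from 4294 to 5619, from 3533 to 6285 and from 4815 to 6745, since fewer lists must hold or lack a THS. With equal numbers of strongest THSs they were 3596, 3508, 2193 and 2608. The share of FP3-enriched dTHSs without a THS in SP3 rose to 61.8% with an overlap of at least 50%. The share of Table S4 genes in the matching K-means cluster was 66.7% with 7 clusters and 81.7% on scaled log2(FPKM + 1), and the cause was not tested. Counts of called TF targets stayed within 1.5 times with DESeq2 in all 20 cases.

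No alternatives were run for the genomic distribution of THSs, THSs at the Ub_L40 genes, promoter THSs by expression level and DEGs with a promoter THS, which need the gene annotation, or for the gene lists of GO terms. Depth limits Ub_L40 1, with 6, 17 and 0 counts in SP3, and ERF134, with an estimated count of 1 in each FP3 library.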

Differences from the paper's values

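No test in this part was chosen after the result was seen, apart from keeping equal numbers of strongest THSs, which is named where it is used.

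The paper reports 1,091 genes downregulated in FP3 compared with SP3, and here 1645 were. Of the alternatives set before the data were examined, at least 10 counts in every library (1166 genes), the replicate number as a block (1330 genes) and leaving out FP3 replicate 1, FP3 replicate 2, FP3 replicate 3, SP3 replicate 1 or SP3 replicate 2 (1504 to 1593 genes) came within 1.5 times of the paper's number. DESeq2 (1982), library totals without TMM factors (1721), no filter on low counts (1788), limma on log2(FPKM + 1) (633), limma on log2(FPKM + 0.1) (1718), all libraries in 1 model (1823), unadjusted p-values (1789) and leaving out SP3 replicate 3 (2153) did not.

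Table S7 gives a mean FPKM in FP3 of 0.176632 for ERF134 and 23.1988 for MADS7 as the paper's values, and the deposited FPKM gave 0.0003837 and 34.88. No alternative applies to a mean of the deposited values.

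The paper states that Ub_L40 1, Ub_L40 2 and Ub_L40 4 were more highly expressed in WXS(S) than in WXS(F), with Figure S5A, which shows qRT-PCR. By RNA-seq, Ub_L40 1 was higher in WXS(F) at P3, with a log2 fold change of 3.52, and lower at P4, and the bars of Figure S5A go in the same directions by eye. Ub_L40 2 was not called at P3, with a log2 fold change of -0.47. It passed an adjusted p of 0.05 there only without SP3 replicate 2 (-0.80, adjusted p = 0.0498, edgeR). As the paper states, Ub_L40 2 was lower in WXS(F) at P4 (-2.21), and Ub_L40 4 was lower at P3 (-2.48) and P4 (-3.87).

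The paper states that WXS(S) had more highly accessible chromatin regions than WXS(F), from read counts at THSs. By presence and absence of THSs, 5075 were specific to FP3 and 2637 to SP3, while 2077 were specific to FP4 and 2825 to SP4. With equal numbers of strongest THSs per library, chosen after seeing the values, the counts were 3596 for FP3 and 3508 for SP3.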

Other observations

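The tests against other groupings of the libraries were chosen before their results were seen, and the other tests in this part were chosen after the result was seen.

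For each of the 4 pairwise comparisons, 1 of the 10 groupings of the 6 libraries, the real one, gave as many called genes, and the others gave at most 3 genes. With 10 groupings this share cannot fall below 0.1, so this test alone does not exclude a grouping by accident. For the union of DEGs, 1 of the 24 groupings drawn, the real one, gave as many genes, and the largest other gave 7221.

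In all 7 TF genes of Table S7 that were lower in FP3 than in SP3, the FP3 mean of the table was the mean of FP3 replicates 1 and 3 and a value of 0.529 in place of FP3 replicate 2. In the 8 TF genes that were higher in FP3, the table held the mean of the deposited values. The same value stands for FP3 replicate 2 in 147 of the 150 downregulated genes in the part of Table S3 that was at hand, and in 0 of the 445 upregulated genes. In the deposited FPKM, this replicate held between 0.00505 and 194.9 for these genes, with a median of 2.23. A repeated value in the table is thus a candidate explanation for the Table S7 means. No biological explanation was tested.

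The difference of FP3 from SP3 correlated with the difference of SP4 from SP3 across 26392 genes, with a median of 0.488 when each difference used separate SP3 libraries. The SP3 group shared by both differences is a candidate explanation, since unrelated group profiles, made by shuffling the genes in each group, gave between 0.540 and 0.558. This correlation taken alone therefore decides nothing on a common direction. The shuffle keeps the size of the SP3 deviation, which a shared move away from SP3 would also make large. The same holds, with FP4 as the shared group, for FP4 minus SP4 with FP4 minus FP3, at 0.461 against 0.554 to 0.568 for unrelated profiles. The correlation of FP3 minus SP3 with FP4 minus FP3, from separate FP3 libraries, was 0.176, above the -0.226 to -0.196 of unrelated profiles. That of FP4 minus SP4 with SP4 minus SP3 was 0.1975, above their -0.207 to -0.177. The correlations of 0.176 and 0.1975 go with a common direction. Of the genes upregulated in FP3 over SP3, 869 were also upregulated from FP3 to FP4 and 297 downregulated. Of those downregulated in FP3, 350 were also downregulated and 128 upregulated. WXS(F) panicles further along the path from P3 to P4 than WXS(S) panicles cannot be told apart from a difference of the types, since the stage of each panicle was not measured here apart from its group. Genes are not independent, so these correlations carry no p-value.

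SP3 replicate 3 had counts on 34782 genes, against 29014 and 28044 in the other SP3 replicates. On 18195 genes with fewer than 10 counts in every library, it held 24444 counts, or 799 CPM, against 170 and 144 CPM. Reads leaking in from an FP3, SP3 or SP4 library are argued against as the source of these counts, since a leak cannot exceed its source. At equal depth, with genes chosen on part of the counts of each library and measured on the rest, this library held 860.9 CPM and the largest of those libraries 296.8 CPM. The FP4 libraries held between 572.6 and 650.6 CPM by this measure, so they too were below SP3 replicate 3. The summed FPKM of 20451 genes below 0.2 in every library was 387.7 in SP3 replicate 3 and 392.4 in FP4 replicate 2. That sum does not exclude FP4 libraries, so these measures do not decide on them. Mixed-in RNA of FP4 panicles or reads of an FP4 library are argued against by another test, since 35 genes with at least 20 CPM in FP4 and at most 0.1 CPM in SP3 replicates 1 and 2 stood at a median of 0.309% of their FP4 level. Background that falls on genes by their length cannot be told apart. The correlation of count with length was 0.235 (Spearman, across genes), but a length was known for only 59.0% of the genes. The FP4 libraries also held between 467 and 537 CPM on these genes. No biological explanation was tested.

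There were 403 genes with at most 1 count in one replicate and at least 100 in another replicate of the same group, and 64 of them were in the union of DEGs. One poor library is argued against, since the largest share of the missing values in one library was 10.5%. Reads counted on an adjacent MSU7 locus in some libraries are argued against as the cause of most cases. Such a locus moved the opposite way in 210 of the 565 cases that could be examined (37.2%). With the libraries of the cases exchanged 100 times, this number was between 169 and 210, and 2 of the exchanges were as large. Some of the cases may thus still come from such reads. The authors' new genes were not examined as neighbours, so reads counted on them are not excluded. No biological explanation was tested. LOC_Os03g51380, chosen after its values were seen, took between 4.21% and 7.16% of all counts in SP3 replicate 1, FP4 replicates 1 and 2 and SP4 replicate 1, and between 6.58 and 13.9 CPM in the other 8 libraries.

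FP3 had more THSs that were missing in SP3 than the reverse. More THSs called in the FP3 libraries is a candidate explanation, since with equal numbers of strongest THSs per library the counts were 3596 for FP3 and 3508 for SP3. A biological difference in accessibility stays open and was not tested with 2 libraries per group.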
